# The *Cdkn2a* gene product p19 alternative reading frame (p19ARF) is a critical regulator of IFNβ-mediated Lyme arthritis

**DOI:** 10.1371/journal.ppat.1010365

**Published:** 2022-03-24

**Authors:** Jinze Li, Ying Ma, Jackie K. Paquette, Amanda C. Richards, Matthew A. Mulvey, James F. Zachary, Cory Teuscher, Janis J. Weis

## Abstract

Type I interferon (IFN) has been identified in patients with Lyme disease, and its abundant expression in joint tissues of C3H mice precedes development of Lyme arthritis. Forward genetics using C3H mice with severe Lyme arthritis and C57BL/6 (B6) mice with mild Lyme arthritis identified the *Borrelia burgdorferi arthritis-associated locus 1* (*Bbaa1*) on chromosome 4 (Chr4) as a regulator of *B*. *burgdorferi*-induced IFNβ expression and Lyme arthritis severity. B6 mice introgressed with the C3H allele for *Bbaa1* (B6.C3-*Bbaa1* mice) displayed increased severity of arthritis, which is initiated by myeloid lineage cells in joints. Using advanced congenic lines, the physical size of the *Bbaa1* interval has been reduced to 2 Mbp, allowing for identification of potential genetic regulators. Small interfering RNA (siRNA)-mediated silencing identified *Cdkn2a* as the gene responsible for *Bbaa1* allele-regulated induction of IFNβ and IFN-stimulated genes (ISGs) in bone marrow-derived macrophages (BMDMs). The *Cdkn2a*-encoded p19 alternative reading frame (p19ARF) protein regulates IFNβ induction in BMDMs as shown by siRNA silencing and overexpression of ARF. *In vivo* studies demonstrated that p19ARF contributes to joint-specific induction of IFNβ and arthritis severity in *B*. *burgdorferi*-infected mice. p19ARF regulates *B*. *burgdorferi*-induced IFNβ in BMDMs by stabilizing the tumor suppressor p53 and sequestering the transcriptional repressor BCL6. Our findings link p19ARF regulation of p53 and BCL6 to the severity of IFNβ-induced Lyme arthritis *in vivo* and indicate potential novel roles for p19ARF, p53, and BCL6 in Lyme disease and other IFN hyperproduction syndromes.

## Author summary

Lyme disease is caused by infection with the tick-transmitted bacterium *Borrelia burgdorferi*. Although different isolates of *B*. *burgdorferi* have distinct potential for dissemination and tissue invasion, factors intrinsic to the infected host also play an important role in directing the severity of Lyme disease. In the animal model, infected C3H mice develop severe Lyme arthritis following elevation of type I IFN in joint tissue, while in C57BL/6 (B6) mice arthritis is mild and not associated with type I IFN. We demonstrated that the *Borrelia burgdorferi arthritis-associated locus 1* (*Bbaa1*) on chromosome 4 (Chr4) intrinsically controls the magnitude of IFNβ production and the severity of Lyme arthritis in C3H vs B6 mice. The *Cdkn2a* gene was positionally identified as the regulator of IFNβ within *Bbaa1*, and determined to function through its protein product p19 alternative reading frame (p19ARF). ARF regulates IFNβ expression and Lyme arthritis severity by modulating the activities of the tumor suppressor p53 and transcriptional repressor BCL6. Our study provides new insight and potential therapeutic targets for the investigation of type I IFN-dependent Lyme arthritis and other IFN-driven diseases.

## Introduction

Lyme disease is caused by infection with the tick-transmitted spirochete *Borrelia burgdorferi* [1], and with 476,000 cases per year, it is the most common vector-borne disease in the United States [2]. Patients with Lyme disease display a spectrum of disease symptoms and severity [3] ranging from erythema migrans at the site of the tick bite to disseminated symptoms, including peripheral neuropathies, meningitis/encephalitis, carditis, and arthritis [1]. Lyme arthritis occurs in about 27.5% of untreated patients and is often characterized by synovitis in the knee joints [1,3,4]. Although the acute Lyme disease symptoms can usually be treated with appropriate antibiotic treatment [5,6], 10–20% of the patients continue to display symptoms despite antibiotic treatment, referred to as posttreatment Lyme disease syndrome [3,7,8]. The range in clinical manifestation is partially determined by the genetic properties of the infecting isolate of *B*. *burgdorferi*; some isolates are restricted to cutaneous sites while other isolates disseminate from the skin to other organs and tissues in patients and experimental animals [9–12]. Inherent distinctions in host responses also contribute to the range of symptoms, organs involved, and speed of recovery [13–15].

In 1990, Barthold and colleagues established unequivocally that host genetics is a major determinant of disease severity by infecting several inbred strains of mice with a single isolate of *B*. *burgdorferi*; they found that C3H mice displayed severe arthritis and carditis, C57BL/6 (B6) mice displayed mild disease, and the other strains of mice displayed intermediate symptoms [14]. Subsequent studies established that differences in arthritis severity did not depend on the level of *B*. *burgdorferi* in joint tissues or the MHC haplotype [16–18]. Studies in patients have revealed the contribution of both inflammatory and innate defenses to disease severity and that MHC linkage plays a role in chronic, but not acute, Lyme disease [19]. Using forward genetics between C3H and B6 mice, we identified six quantitative trait loci (QTL) on five mouse chromosomes that regulate Lyme arthritis severity, termed *Borrelia burgdorferi arthritis-associated (Bbaa)* loci [20,21]. Previously, we identified beta-glucuronidase (GUSB) on mouse chromosome 5 (Chr5) as a major regulator of *B*. *burgdorferi* arthritis-associated locus 2 (*Bbaa2*) [22]. A second highly penetrant QTL, *B*. *burgdorferi associated arthritis locus 1* (*Bbaa1*), maps to chromosome 4 (Chr4) and includes the type I interferon (IFN) gene cluster [20]. This was of great interest because robust induction of a type I IFN signature response was identified in C3H mice and linked to Lyme arthritis through use of a type I IFN receptor blocking antibody and by ablation of the type I IFN receptor gene (IFNAR1) [17,23–25]. This observation was followed by development of B6.C3-*Bbaa1* congenic mice in which the C3H allele of *Bbaa1* was introgressed onto B6 mice [26]. These congenic mice demonstrated that *Bbaa1* regulates arthritis severity by upregulating IFNβ [26,27]. Importantly, type I IFN did not play a role in controlling the number of *B*. *burgdorferi* spirochetes in tissues or in the development of antibody responses to *B*. *burgdorferi* [17]. Surprisingly, the skeletal muscle regulatory protein myostatin (MSTN) was identified as a novel downstream mediator that links IFNβ to severe arthritis in response to *B*. *burgdorferi* infection [27].

The absence of single-nucleotide polymorphisms (SNPs) when comparing the C3H and B6 IFNβ genes indicated that additional factors within C3H *Bbaa1* allele are responsible for the greater expression of IFNβ and Lyme arthritis severity. We have shown, by positional cloning, that the protein encoded by the p19 alternative reading frame (p19ARF, referred to as ARF) of the tumor suppressor gene *Cdkn2a* regulates IFNβ in myeloid cells, which are responsible for the initiation of the IFN profile in joint tissues [25]. We have also shown that suppression and blocking of the ARF-regulated proteins p53 and BCL6 in macrophages leads to altered expression of type I IFN, and blocking of BCL6 in B6 mice induces IFNβ activation in joint tissues, thereby increasing the severity of Lyme arthritis. This mechanistic study reveals the pathways involved in *Cdkn2a*-regulated expression of IFNβ and development of severe Lyme arthritis. Identification of genetic factors that act upstream of type I IFN could lead to development of new therapeutic targets for the treatment of type I IFN-dependent Lyme arthritis and offer support for the investigation of other IFN-driven diseases.

## Results

### Identification of Cdkn2a as a potential regulator of IFNβ expression

Using a forward genetics approach, we determined previously that the *Bbaa1* locus on Chr4 intrinsically controls IFNβ production, and, through the development of B6.C3-*Bbaa1*congenic mice we determined that this locus is one of the major genetic regulators of severe Lyme arthritis [27] (S1A Fig). To identify and localize the genetic elements that regulate IFNβ within this region of Chr4, we further back-crossed B6.C3-*Bbaa1* to B6 mice to reduce the physical contribution of C3H genes and to develop interval-specific recombinant congenic lines (ISRCLs). These congenic mice revealed the region surrounding the *Ifnb* gene that primarily contributes to Lyme arthritis development (S1B Fig). A newly developed congenic mouse, ISRCL5, greatly reduced the physical region associated with penetrant arthritis to 2.2 Mbps (S1B Fig). Thus, genetic factors that regulate IFNβ production and arthritis severity were located within the physical boundary of the ISRCL5 region. RNA-seq analysis of BMDMs from wild type B6 mice, ISRCL3, and ISRCL4 mice identified genes within the 2.2 Mbps region (S1 Table). 

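BMDMs are macrophages grown from mouse bone marrow in the presence of M-CSF. RNA from BMDMs of B6, ISRCL4 and ISRCL3 mice was sequenced before (0 h) and 3 and 6 h after the addition of live *B. burgdorferi*. There were 4 B6, 4 ISRCL4 and 3 ISRCL3 libraries at each time point, 33 libraries in all. The authors deposited the number of reads counted on each Ensembl gene, as whole numbers without normalization. The aligner, the counting tool and the gene annotation are not given in the sources used here. The paper's methods name polyA enrichment for these libraries, whereas the sample labels name ribosomal depletion of total RNA. Between 11493057 and 17255110 reads per library were counted on genes, with a median of 14361980. Of the 49671 genes in the table, 22327 had no counts in any library. For the comparisons of strains and time points, library sizes were scaled with edgeR's TMM method, and edgeR's quasi-likelihood model was fitted to the 9 combinations of strain and time point. The model covered the 13236 genes that passed edgeR's filter on low counts. Adjusted p-values are Benjamini-Hochberg values over these genes within a comparison, with a threshold of 0.05. Values per library are given as CPM, the counts scaled to a common library size by TMM. In all 45 pairs of libraries from the same strain and time point, the counts differed by more than sampling noise, with a chi-square per degree of freedom from 3.37 to 47.9 where noise alone gives 1. Each strain was sequenced on a flow cell lane of its own, and ISRCL3 in a run of its own, so strain and lane cannot be told apart and no batch term could be fitted. The labels do not say which libraries of different time points came from the same mouse, so the model treats libraries of different time points as independent.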

Six protein-coding genes and one long intergenic noncoding RNA (lincRNA) within the 2.2 Mbps interval were identified as candidate regulatory genes based on the criteria of 1) being expressed in BMDMs and 2) the presence of SNPs when comparing B6 and C3H mice (Table 1).

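The paper gives no minimum level for a gene to count as expressed in BMDMs, so a mean of at least 1 CPM in any of the 9 combinations of strain and time point was used. By this minimum, 7 of the 71 genes of S1 Table that overlap the ISRCL5 interval (88.3 to 90.54 Mbp of Chr4) and are in the count table were expressed. They were *Focad*, *Hacd4*, *Ifnb1*, *Klhl9*, *Mtap*, *Cdkn2a* and *Cdkn2b*, all of them protein-coding. Lowering the minimum to 0.1 CPM raised the number of expressed genes most, to 12, and *Gm12606* was then among them. The lincRNA *Gm12606* lies on chromosome 4 from 89235699 to 89273403 and had 86 counts over all libraries. Its highest mean was 0.343 ± 0.157 CPM (SD, n = 4), in ISRCL4 BMDMs at 3 h. *Hacd4* was the most abundant of the 7 genes, with 413.5 ± 18.4 CPM (SD, n = 4) in B6 BMDMs at 0 h and 39.4 ± 0.178 CPM (SD, n = 4) at 6 h. *Klhl9* was at 232.4 ± 24.0 CPM (SD, n = 4) in B6 BMDMs at 0 h. The highest means of *Mtap* and *Focad*, both in B6 BMDMs at 6 h, were 31.4 ± 3.77 and 15.2 ± 1.62 CPM (SD, n = 4). *Cdkn2b* reached 12.5 ± 3.11 CPM (SD, n = 4) in ISRCL4 BMDMs at 6 h. *Ifnb1* had between 0 and 4 counts per library at 0 h. At 6 h *Ifnb1* stood at 4.56 ± 1.56 CPM (SD, n = 4) in B6, 11.0 ± 4.36 CPM (SD, n = 4) in ISRCL4 and 9.49 ± 2.58 CPM (SD, n = 3) in ISRCL3 BMDMs.

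**Figure D1:**
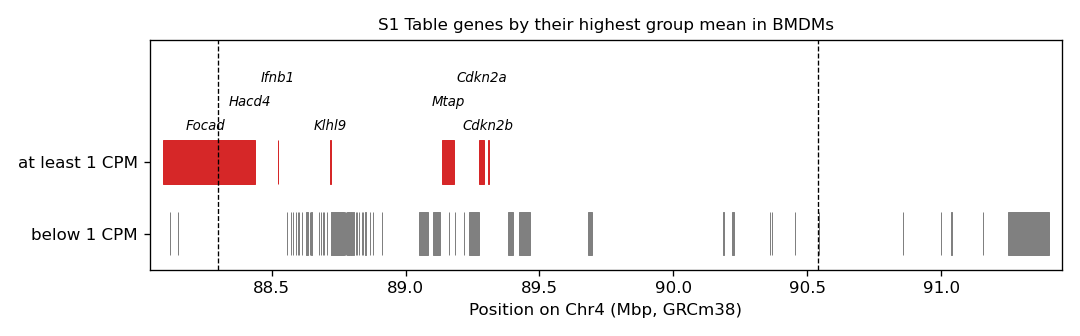
Genes of S1 Table by position on chromosome 4 of GRCm38 (horizontal axis, Mbp), as bars in an upper tier for genes whose highest mean over the 9 combinations of strain and time point was at least 1 CPM and a lower tier for the others. The 7 genes of the upper tier are named, and the dashed lines mark the ends of ISRCL5 at 88.3 and 90.54 Mbp.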

**Table 1:** RNA-seq identified 6 candidate genes and 1 lincRNA in the 2 Mbps *ISRCL5* interval.

Gene symbol	SNPs	Gene title	Biotype	Chr4 position
Focad	Y	Focadhesin	Protein coding	88,094,629–88,411,011
Hacd4	Y	3-hydroxyacyl-CoA dehydratase 4	Protein coding	88,396,144–88,438,928
Ifnb1	N	**Interferon beta 1**	**Protein coding**	**88,522,025–88,522,794**
Klhl9	Y	Kelch-like 9	Protein coding	88,718,292–88,722,465
Mtap	Y	Methylthioadenosine phosphorylase	Protein coding	89,137,122–89,181,081
Gm12606	Y	Predicted gene 12606	lincRNA	89,235,699–89,273,403
Cdkn2a	Y	Cyclin-dependent kinase inhibitor 2A	Protein coding	89,274,471–89,294,653
Cdkn2b	Y	Cyclin-dependent kinase inhibitor 2B	Protein coding	89,306,289–89,311,032

The listed genes were expressed in joint tissue and BMDMs and possessed SNPs upon comparison of the genes in C3H and B6 mice.

RNA was prepared from BMDMs from ISRCL3, ISRCL4, and B6 mice before and after stimulation with *B*. *burgdorferi* for 3 or 6 h.

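Between strains, 6 of the 7 genes of Table 1 that edgeR could test differed at a minimum of 1 time point, and *Cdkn2b* at none. *Ifnb1* was higher at 6 h in ISRCL4 than in B6 BMDMs, with a log2 fold change of 1.26 (standard error 0.297, adjusted p = 0.00385 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every ISRCL4 library lay above every B6 library. In ISRCL3 at 6 h the log2 fold change of *Ifnb1* was 1.07 (standard error 0.321, adjusted p = 0.0224), again with no overlap of the libraries. That call was lost when B6 library X10 (0.86), B6 library X11 (1.05), ISRCL3 library X8 (0.98) or ISRCL3 library X9 (0.92) was left out, and with offsets for GC content and exon length (0.80). *Hacd4* was higher at 6 h in both lines, by log2 fold changes of 0.43 in ISRCL4, a call lost without ISRCL4 library X23 (0.28), and 0.77 in ISRCL3. *Klhl9* was lower at 0 h, with log2 fold changes of -0.53 in ISRCL4 and -0.33 in ISRCL3. The ISRCL3 call was lost without B6 library X2 (-0.26), ISRCL3 library X2 (-0.25) or ISRCL3 library X3 (-0.28). *Klhl9* was also lower in ISRCL4 at 3 h (-0.28), a call lost without B6 library X6 (-0.24) or X8 (-0.24), or any 1 of the 4 ISRCL4 libraries (-0.29 to -0.24). *Mtap* was higher in both lines at 0 h (0.44 and 0.37) and lower in both at 6 h (-0.49 and -0.61). Of these, the ISRCL3 call at 0 h was lost without B6 library X3 (0.33), B6 library X4 (0.32), ISRCL3 library X2 (0.40) or ISRCL3 library X3 (0.23). *Focad* was lower at 6 h, with log2 fold changes of -0.40 in ISRCL4 and -0.46 in ISRCL3. The first was lost without B6 library X9 (-0.30) or X10 (-0.39), or ISRCL4 library X21 (-0.32), X22 (-0.35) or X24 (-0.29), and the second without B6 library X9 (-0.38), or ISRCL3 library X7 (-0.41) or X9 (-0.41). *Cdkn2b* was higher in ISRCL4 at 3 h (0.82) and 6 h (0.61) without passing the threshold, and passed it when no filter on low counts was applied (0.83 and 0.62). *Gm12606* did not pass the filter on low counts and was not tested. The paper lists SNPs between B6 and C3H for *Klhl9*, *Mtap* and *Focad*. Reads that carry C3H variants and map less well would lower counts in the congenic lines. This was not tested for the genes called lower.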

B6: n = 4, ISRCL4: n = 4, ISRCL3: n = 3

Genes identified in Table 1 were individually silenced by transfecting BMDMs from B6.C3-*Bbaa1* mice with SMARTpool siRNAs, and the impact of the silencing on *B*. *burgdorferi*-induced IFN responses was evaluated. Following treatment with sonicated *B*. *burgdorferi*, expression of IFNβ and downstream interferon inducible gene (ISG) transcripts was measured by qRT-PCR. Silencing of a single gene, *Cdkn2a* (Fig 1A), suppressed expression of *Irf7*, *Ifnb*, and ISGs (Fig 1B). *Cdkn2a* is a cyclin-dependent kinase inhibitor that functions as a tumor suppressor. Importantly, silencing of *Cdkn2a* did not result in suppression of *B*. *burgdorferi*-induced upregulation of *Tnfa*, a transcript for which induction is dependent on parallel activation of a pathway involving MyD88 and NF-κB (Fig 1B). This indicates that silencing of *Cdkn2a* selectively suppresses IFNβ upregulation without generalized suppression of other transcriptional responses. Thus, *Cdkn2a* was determined to be the major regulator of *B*. *burgdorferi*-induced upregulation of IFNβ within the narrowed *Bbaa1* locus.

**Fig 1:**
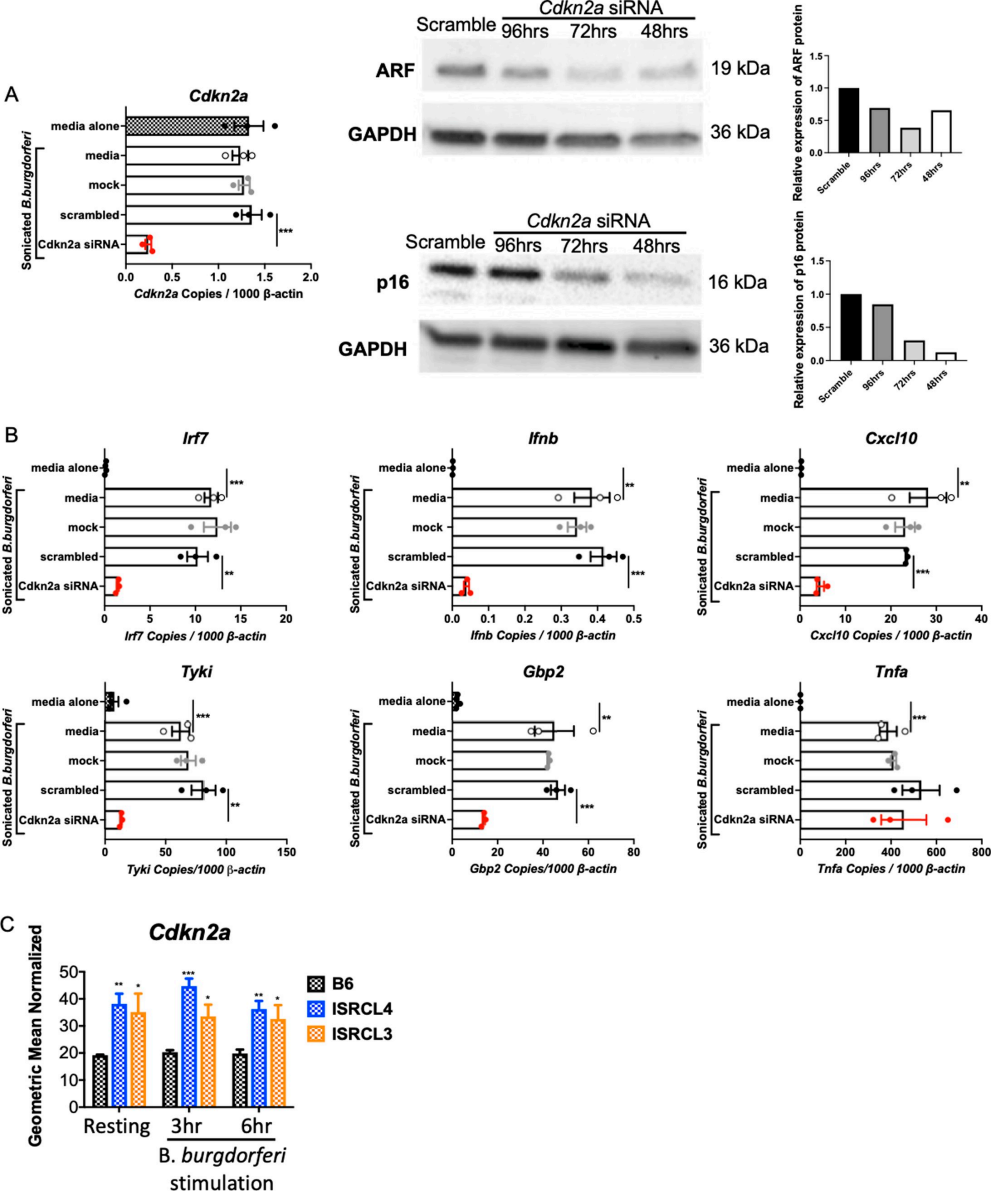
Silencing of *Cdkn2a* suppressed expression of *Ifnb* and ISGs. A) *Cdkn2a* was silenced in B6.C3-*Bbaa1* BMDMs upon transfection of 100 nM *Cdkn2a* Smartpool siRNA using the Neon electroporation system. Scrambled siRNA was transfected as the control. Transfected macrophages were treated with 5 μg/ml sonicated *B*. *burgdorferi* for 6 h prior to collection for RNA and protein extraction. The induction of IFN responses by *B*. *burgdorferi* treatment is confirmed by comparing *B*. *burgdorferi* treated media (no-silencing) and BSK media alone (no stimulus) groups. *Cdkn2a* knockdown efficiency was assessed by qPCR with normalization to *β-actin* and Western blot. The quantification of *Cdkn2a-*encoded ARF and p16 protein levels is shown in the bar graph on the right side of the western blots. Significance was determined by Student *t*-test. Data are shown as mean ± SEM (n = 3 per group). B) The impact of *Cdkn2a* silencing on expression of *Ifnb* and the IFN downstream genes *Cxcl10*, *Tyki*, and *Gbp2* was determined by qPCR normalized to *β-actin*. All transfection experiments were repeated at least twice. Significance was determined by Student *t*-test. Data are shown as mean ± SEM (n = 3 per group). C) RNA-seq data demonstrated that *Cdkn2a* was expressed constitutively at a higher level in BMDMs from ISRCL3 and ISRCL4 mice than in BMDMs from B6 mice following stimulation with live *B*. *burgdorferi* for 3 and 6 h. Significance was assessed by 1-way ANOVA followed by Dunnett’s multiple comparison test versus B6. Error bars indicate SEM (n = 3 or 4 per group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

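The deposited counts hold *Cdkn2a* as 1 gene, with the Ensembl identifier ENSMUSG00000044303. Between 15 and 62 reads per library were counted on it. In B6 BMDMs its mean was 1.36 ± 0.0309 CPM (SD, n = 4) at 0 h, 1.48 ± 0.111 CPM (SD, n = 4) at 3 h and 1.41 ± 0.198 CPM (SD, n = 4) at 6 h. ISRCL4 BMDMs had 2.71 ± 0.523, 3.25 ± 0.413 and 2.57 ± 0.427 CPM (SD, n = 4) at the same time points. The means in ISRCL3 BMDMs were 2.53 ± 0.838, 2.45 ± 0.557 and 2.31 ± 0.636 CPM (SD, n = 3). At each time point, every library of either congenic line had more *Cdkn2a* CPM than every B6 library.

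**Figure D2:**
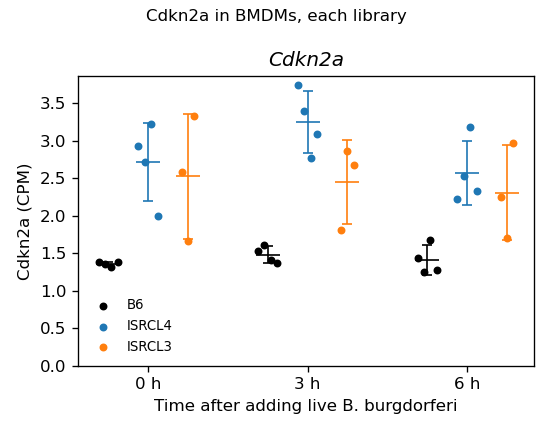
*Cdkn2a* in BMDMs of B6, ISRCL4 and ISRCL3 mice at 0, 3 and 6 h after live *B. burgdorferi*, in CPM on a vertical axis that starts at 0. Points are libraries and bars are means ± SD (n = 4, 4 and 3), with the B6 means between 1.36 and 1.48 CPM and those of the congenic lines between 2.31 and 3.25 CPM.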

The *Cdkn2a* gene encodes two proteins, p16 (INK4a) and ARF, that incorporate Exon 2, but with distinct reading frames [28]. Both proteins have been studied extensively due to their effects on the cell cycle via distinct pathways. *P16* and *Arf* are transcribed from separated promoters and they have unique first exons, E1α and E1β, but share exons 2 and 3 (E2 and E3) [28]. 

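In the GENCODE M21 annotation of GRCm38, *Cdkn2a* lies on the minus strand of chromosome 4 from 89274471 to 89294653. The transcript Cdkn2a-202 starts with E1β, from 89294334 to 89294653 (320 bp), and Cdkn2a-201 starts with E1α, from 89281986 to 89282192 (207 bp). Both go on with the same exon 2, from 89276645 to 89276985 (341 bp). Exon 3 starts at 89274541 in Cdkn2a-202 and at 89274471 in Cdkn2a-201, and ends at 89274774 in both. A count of reads per gene adds the reads of both transcripts together, so the deposited counts cannot separate *Arf* from *p16*.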

The sequences that encode p16 are shown in green and the sequences that encode ARF are shown in orange (Fig 2A). Two SNPs have been identified by comparing the C3H and B6 mouse *Cdkn2a* gene sequences. The first SNP is within E2 and is a missense variant that alters the coding sequence and, thus, could alter both p16 and ARF protein function. The second SNP is in the 5’UTR of E1β of ARF and could affect ARF expression. 

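In BMDMs without *B. burgdorferi*, the log2 fold change of *Cdkn2a* against B6 was 1.00 (standard error 0.194, adjusted p = 0.000483) in ISRCL4 and 0.90 (standard error 0.209, adjusted p = 0.00284) in ISRCL3, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 3 h it was 1.13 (standard error 0.20, adjusted p = 0.00107) in ISRCL4 and 0.72 (standard error 0.223, adjusted p = 0.0360) in ISRCL3. The values at 6 h were 0.86 (standard error 0.222, adjusted p = 0.00777) and 0.74 (standard error 0.244, adjusted p = 0.0374). An exact two-sided permutation test of the log2 CPM gave p = 0.0286 for ISRCL4 at each time point, the smallest p that 4 libraries against 4 allow. For ISRCL3 the exact permutation test gave p = 0.0571 at each time point, also the smallest that 3 libraries against 4 allow, so this test could not reach 0.05. For ISRCL3 at 3 h, the adjusted p ranged from 0.0184 to 0.0818 over 6 alternatives of scaling, test, filter, groups and offsets, the highest with no filter on low counts (log2 fold change 0.71), and reached 0.168 without ISRCL3 library X5. For ISRCL3 at 6 h it ranged from 0.0265 to 0.117 over these alternatives, and reached 0.304 without ISRCL3 library X9. The ISRCL3 calls also depended on single libraries. At 3 h the call was lost without B6 library X5 (0.74), X6 (0.76), X7 (0.70) or X8 (0.69), and without ISRCL3 library X5 (0.58) or X6 (0.66). At 6 h it was lost without B6 library X9 (0.75), X10 (0.69) or X12 (0.70), and without ISRCL3 library X7 (0.76) or X9 (0.48). The ISRCL4 calls were kept in every fit that left out a library. The ISRCL3 libraries came from another sequencing run than the B6 and ISRCL4 libraries, which were sequenced on separate lanes of 1 run.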

Interestingly, analysis of RNA-seq data from BMDMs revealed that *Cdkn2a* is constitutively expressed at a higher level in BMDMs from ISRCL3 and ISRCL4 congenic mice than from B6 mice, and this difference is maintained following treatment with *B*. *burgdorferi* (Fig 1C). The differential expression of ARF was confirmed at the RNA and protein level with BMDMs from B6.C3-*Bbaa1* congenic mice and B6 mice (S2A and S2B Fig). These results suggest that the 5’UTR SNP upregulates IFNβ via enhanced expression of ARF RNA and protein.

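To ask whether *B. burgdorferi* altered the difference between strains in *Cdkn2a*, the change from 0 h in each congenic line was compared with that in B6. At 3 h the changes differed by a log2 value of 0.13 in ISRCL4 (adjusted p = 0.964 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.18 in ISRCL3 (adjusted p = 0.894). At 6 h they differed by -0.14 (adjusted p = 0.871) and -0.16 (adjusted p = 0.811). No change in the difference was detectable at this depth, and in ISRCL3 the sign turned when single libraries were left out, to 0.08 at 3 h and 0.11 at 6 h without the 0 h library X3. The paper first places a SNP between C3H and B6 in the 5’UTR of E1β, where it could affect the expression of ARF. It then reports more *Cdkn2a* RNA in BMDMs that carry the C3H interval, before and after *B. burgdorferi* (Fig 1C), and a difference in ARF RNA and protein in B6.C3-*Bbaa1* BMDMs (S2A and S2B Fig). From these, the paper proposes that the SNP acts on IFNβ by raising the amount of ARF.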

**Fig 2:**
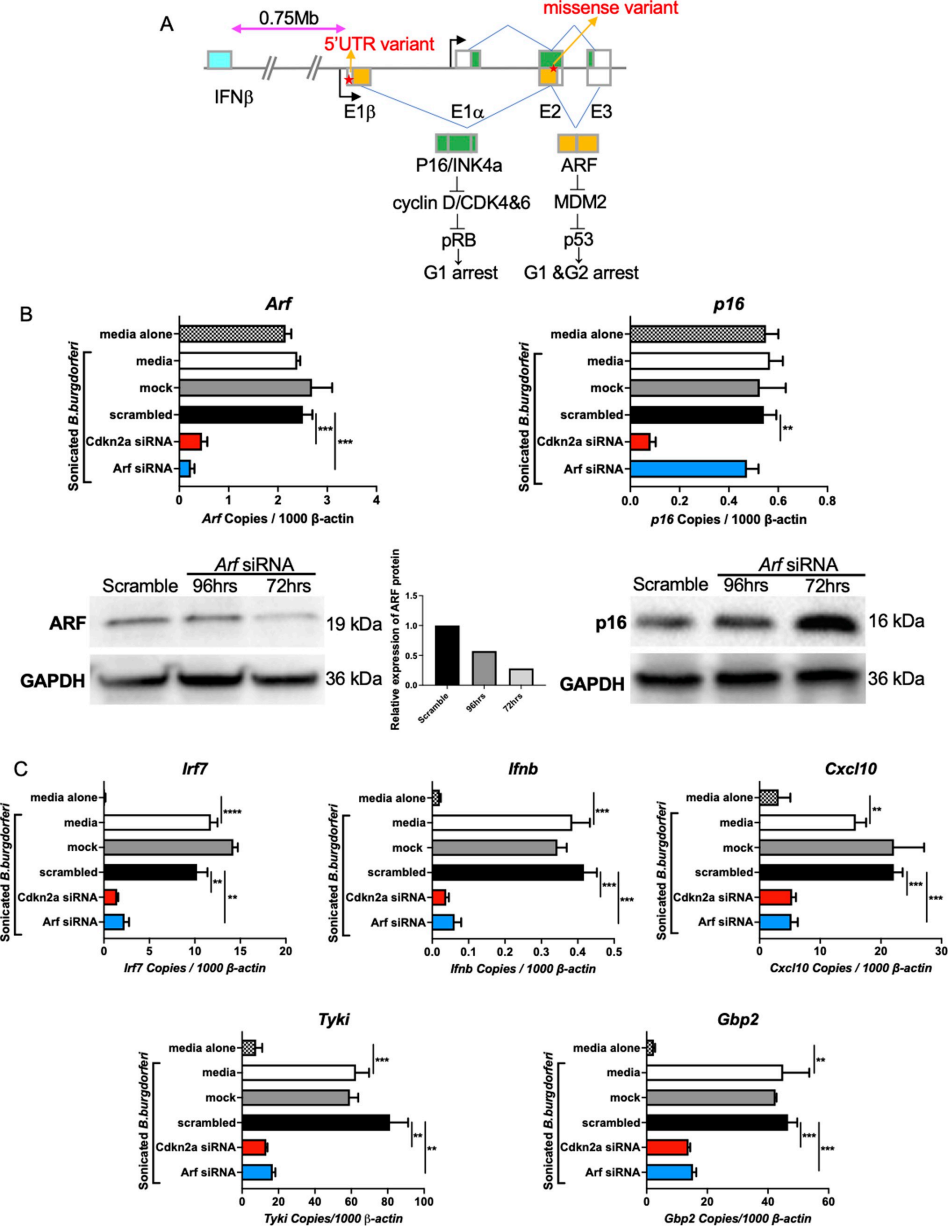
ARF regulates the IFNβ pathway. A) *Cdkn2a* encodes two proteins, p16 and ARF, and possesses 2 SNPs in the transcribed sequences. B) *Arf* expression was silenced with *Arf* siRNA (100 nM) in B6.C3-*Bbaa1* BMDMs. ARF and p16 expression levels were evaluated by qPCR with normalization to *β-actin* and Western blot following treatment with 5 μg/ml sonicated *B*. *burgdorferi* for 6 h. IFN responses induced by *B*. *burgdorferi* treatment are indicated as *B*. *burgdorferi-*treated media, while those not receiving B. burgdorferi are indicated by media alone. Significance was determined by Student *t*-test. Error bars indicate the SEM (n = 3 per group). C) The impact of *Arf* silencing on expression of *B*. *burgdorferi*-stimulated IFN responses in B6.C3-*Bbaa1* BMDMs were determined by qPCR normalized to *β-actin*. Significance of differences was measured by Student *t*-test. Data are shown as mean ± SEM (n = 3 per group). **p < 0.01, ***p < 0.001, ****p < 0.0001.

### ARF regulates IFNβ expression

To study the mechanism of *Cdkn2a* modulation of IFN production, it was necessary to discriminate between the effects of the two encoded proteins, ARF and p16. Therefore, ARF and p16 were silenced individually using siRNAs and the effect on IFNβ induction assessed. qPCR and Western blot analysis showed that the *Arf*-specific siRNA that targeted E1β specifically silenced *Arf*, but not *p16* (Fig 2B). The selective silencing of *Arf* resulted in a 50–80% reduction in *Irf7*, *Ifnb*, and IFN gene expression, which is similar to the level of suppression obtained upon silencing with the *Cdkn2a* SMARTpool siRNA (Fig 2C). *P16* was silenced with an siRNA that targeted the E1α exon, which is unique to p16, and this siRNA silenced p16 RNA and protein, but not ARF (Fig 3A). In contrast to the silencing of *Arf*, the silencing of *p16* did not result in suppression of *Irf7*, *Ifnb*, or IFN gene expression following treatment with *B*. *burgdorferi* (Fig 3B). These results showed that the IFNβ modulating activity of *Cdkn2a* is exclusively due to the ARF protein with no contribution from p16. Additional experiments performed with an equivalent number of live *B*. *burgdorferi* gave similar results to those using sonicated bacteria, indicating ARF enhances IFNβ induction by intact cultured organisms (Fig 4A). Interestingly, ARF also impacts the magnitude of IFNβ expression in response to the *Escherichia coli* (*E*. *coli*) ExPEC reference strain CFT073 [29] (Fig 4B), demonstrating the involvement of ARF in responding to other human pathogens.

**Fig 3:**
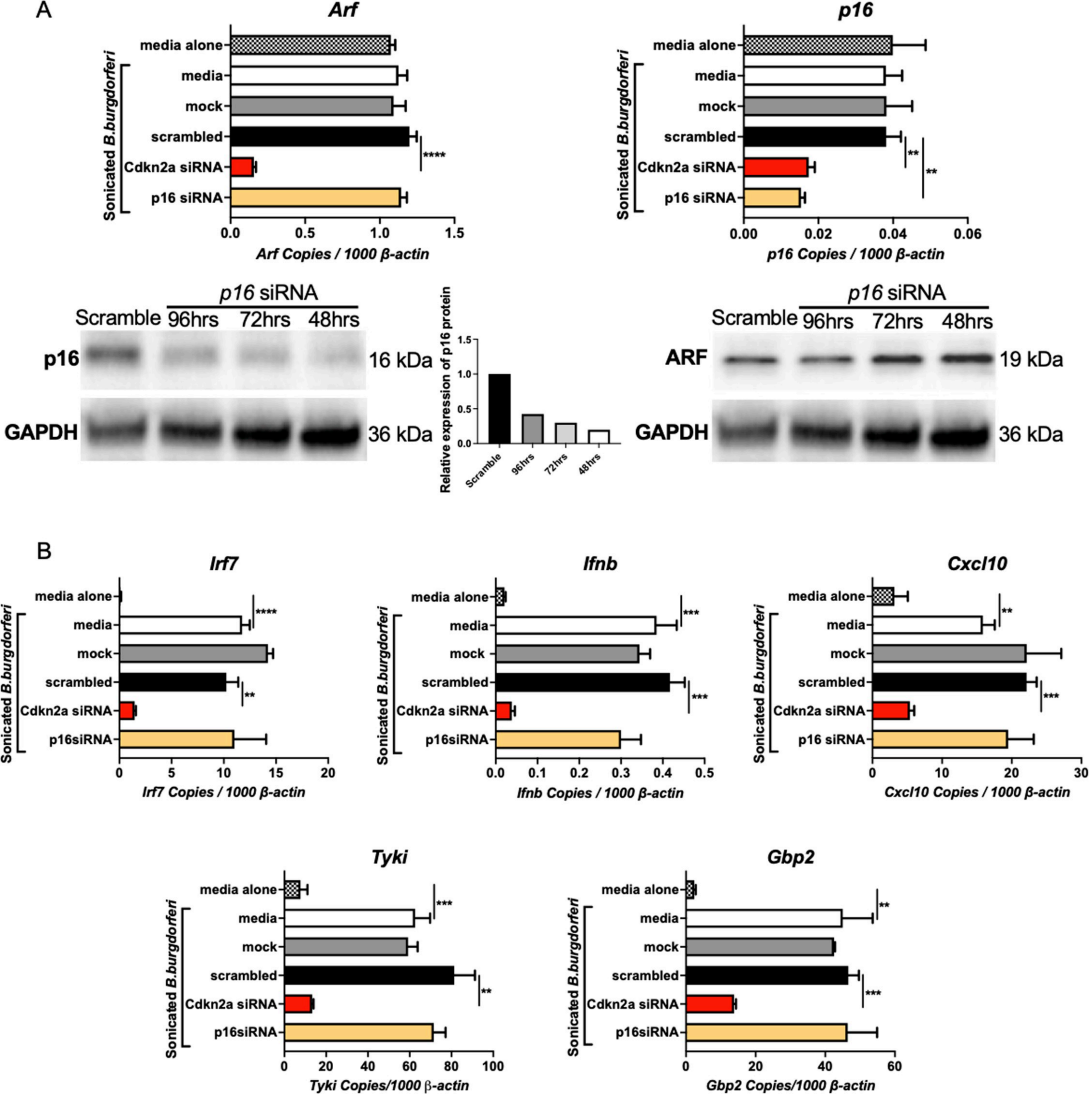
IFNβ modulating activity of *Cdkn2a* is not due to p16 protein. A) Transfection of *p16* siRNA (100 nM) into B6.C3-*Bbaa1* BMDMs silenced *p16*. ARF and p16 expression levels were evaluated by qPCR with normalization to *β-actin* and Western blot following treatment with 5 μg/ml sonicated *B*. *burgdorferi* for 6 h. Significance was determined by Student *t*-test. Data are shown as mean ± SEM (n = 3 per group). B) The impact of selective silencing of *p16* on expression of *B*. *burgdorferi*-stimulated *Ifnb* and the IFN downstream genes *Cxcl10*, *Tyki*, and *Gbp2* in B6.C3-*Bbaa1* BMDMs was determined by qPCR normalized to *β-actin*. Error bars indicate SEM (n = 3 per group). **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Fig 4:**
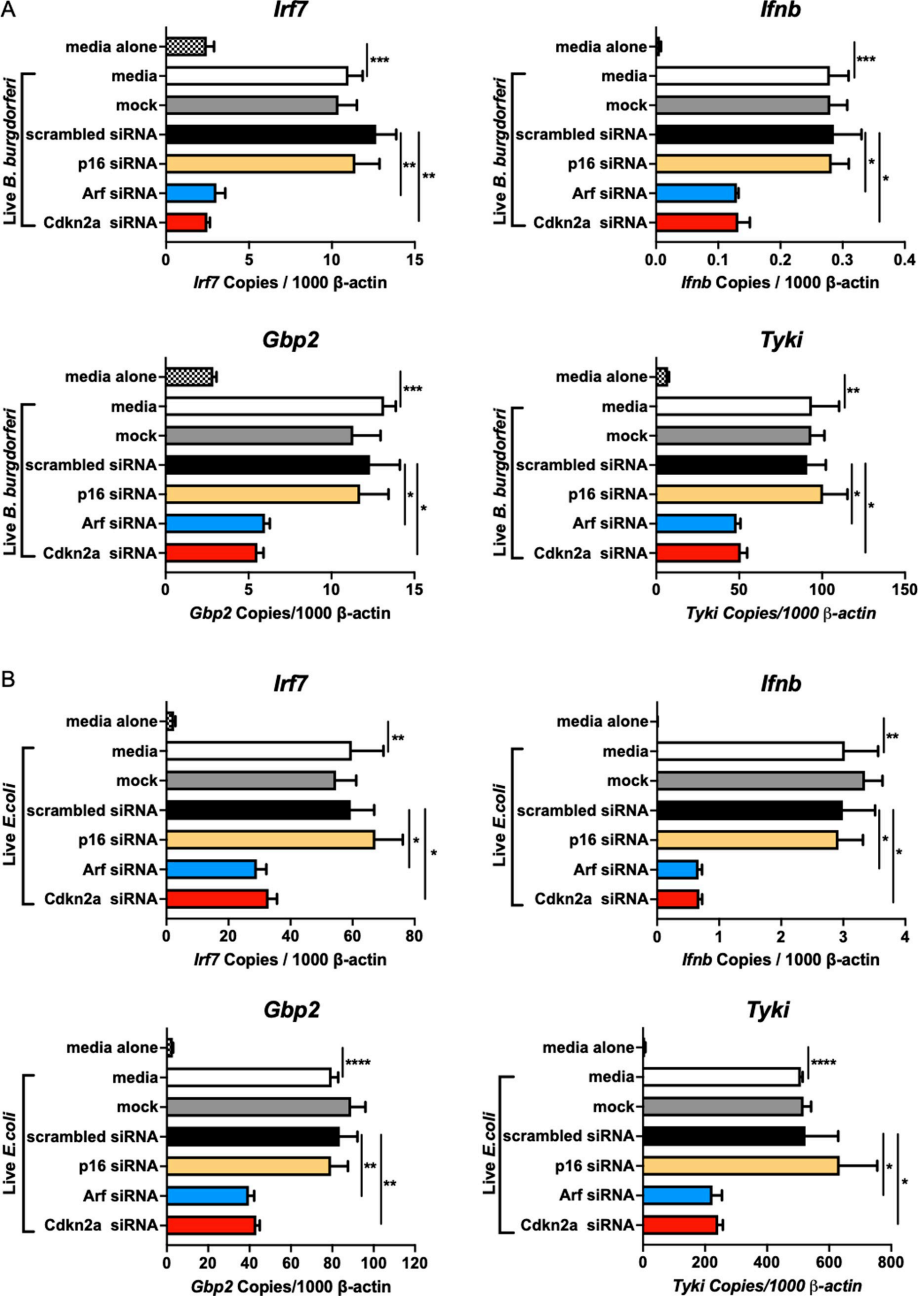
ARF impacts the magnitude of IFNβ expression in response to living *B*. *burgdorferi* and pathogenic *E*.*coli*. A) The impact of *Cdkn2a*, *Arf* and *p16* silencing on IFN expression in response to 7.4×10^6^ live *B*. *burgdorferi* (MOI of 10) for 6 h is shown. Data are shown as mean ± SEM (n = 3 per group). B) The impact of silencing of *Cdkn2a*, *Arf* and *p16* on live *E*. *coli* CFT073 stimulated IFN responses was determined by qPCR normalized to *β-actin* following stimulation for 6 h, at an MOI of 10. Error bars indicate SEM (n = 3 per group). Significance of the differences was measured by Student *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Because we hypothesized that the 5’SNP found in the C3H allele of ARF was an expression-level polymorphism, we tested whether overexpression of the B6 allele of ARF in B6 BMDMs would result in heightened expression of IFNβ similar to the C3H allele. The *Arf* plasmid consists of a murine stem cell virus (MSCV) promoter and an internal ribosome entry site (IRES)-driven green fluorescent protein (GFP) gene downstream of the B6 allele of *Arf*. The Neon electroporation system was used to transfect BMDMs from B6 mice with the MSCV-p19ARF plasmid. At 72 h after transfection, ARF protein production was about 15-fold greater than the endogenous level while p16 expression was unaltered (Fig 5A). The effect of exogenous ARF on the IFN response was determined after treating the transfected cells with sonicated *B*. *burgdorferi*. Exogenous expression of ARF in B6 BMDMs resulted in increased expression of *Ifnb*, *Irf7*, and ISGs in response to *B*. *burgdorferi* (Fig 5B), which is similar to the observations of *B*. *burgdorferi*-treated B6.C3-*Bbaa1* BMDMs [27]. Transfection of the empty MSCV vector did not affect expression of IFNβ and ISGs. These results support the conclusion that ARF regulates IFNβ expression.

**Fig 5:**
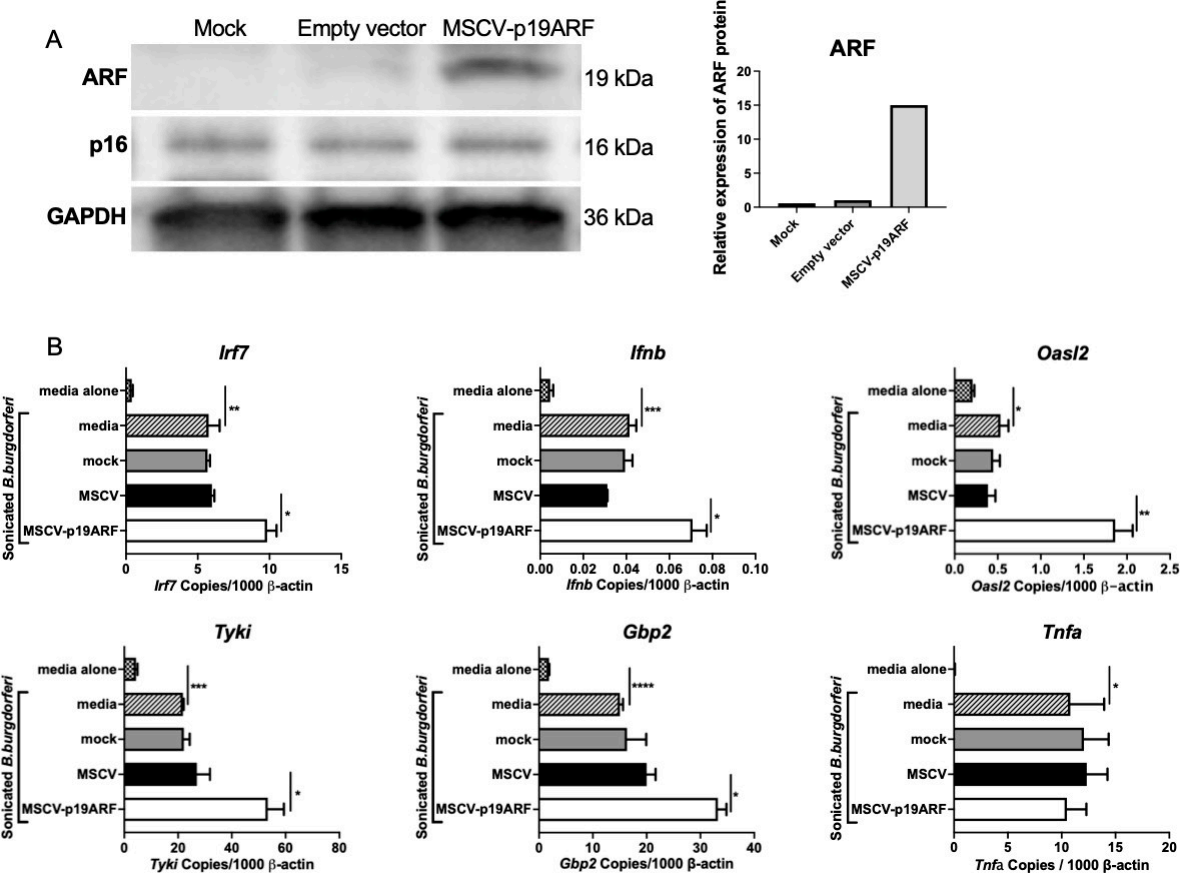
Overexpression of ARF in B6 macrophages enhances *Ifnb* expression. A) ARF was overexpressed in B6 BMDMs by transfection of the MSCV-p19ARF plasmid. The MSCV vector was transfected as the control. The transfected cells were allowed to rest for 72 h before the addition of sonicated *B*. *burgdorferi* for 6 h. The induction of IFN responses by *B*. *burgdorferi* treatment is confirmed by comparing the data from *B*. *burgdorferi* treated media with media alone. Total RNA and protein were isolated for analysis. B) The impact of ARF overexpression on activation of *Ifnb* and ISGs in response to sonicated *B*. *burgdorferi* stimulation in B6 BMDMs was determined by qPCR normalized to *β-actin*. Significance was calculated by Student *t*-test. Error bars indicate SEM (n = 3 per group). *p < 0.05, **p < 0.01.

### Multiple microbial PAMPs utilize ARF in the upregulation of myeloid IFNβ

*B*. *burgdorferi* has been demonstrated to stimulate IFN-responsive genes in joint tissues of infected mice and in tissues and blood of Lyme disease patients [17,30–32]. Multiple *B*. *burgdorferi* ligands contribute to induction of the type I IFN response in cultured human and murine macrophages/monocytes, including *B*. *burgdorferi* RNA, lipoproteins, glycolipids, secreted molecules, and peptidoglycan [33–38]. To identify the responses to pathogen-associated molecular patterns (PAMPs) that could be influenced by ARF, a number of ligands were tested with ARF silenced B6.C3-*Bbaa1* BMDMs (Table 2). *B*. *burgdorferi* PAMPs, including lipopeptide Pam_3_Cys, *B*. *burgdorferi* RNA and muramyl dipeptide (MDP), and non-*Borrelia* PAMPs poly (I:C) and lipopolysaccharide (LPS) were tested for their influences on IFNβ responses in ARF or p16 silenced BMDMs [33–44].

ARF silencing in cells treated with sonicated *B*. *burgdorferi* resulted in reduced induction of *Ifnb* and *ISGs* (Table 2). Similarly, stimulation of the IFN response by *B*. *burgdorferi* RNA was regulated by ARF expression (Table 2), a pathway involving toll-like receptor 7 (TLR7) and TLR8 and their downstream effectors [37,44]. Lipoproteins bind to TLR2 and signal through the MyD88/MAL adapter pathway [42]. IFN induction by the synthetic lipopeptide Pam_3_Cys was also dependent on ARF expression (Table 2). These findings offer clues to the mechanism of ARF regulation of the IFNβ pathway and may facilitate the discovery of intermediary proteins involved in ARF regulation of IFNβ. Although *B*. *burgdorferi* does not follow the Gram +/- staining convention, it does possess peptidoglycan with the MDP component, which is sensed intracellularly by NOD2 [39,40]. Peptidoglycan has been implicated in murine Lyme arthritis and in late-stage Lyme arthritis in patients [34], thus it is important to note that induction of *Ifnb* and ISGs transcripts by MDP is independent of ARF (Table 2).

LPS is a classically studied bacterial PAMP that uses TLR4 recognition and the MyD88 and TRIF dependent pathways for signaling [41,43]. Although *B*. *burgdorferi* lacks LPS, its importance in severe inflammatory responses prompted us to test the impact of ARF suppression on *E*. *coli* LPS-induced *Ifnb*. In fact, the IFN response to LPS was partially reduced by the selective silencing of ARF (Table 2). An additional PAMP not found in *B*. *burgdorferi*, poly(I:C), is a synthetic mimetic of viral dsRNA that strongly induces type I IFN stimulation through TLR3 [33,45]. Importantly, IFNβ stimulation by poly(I:C) was not influenced by differential expression of ARF (Table 2), which questions the involvement of the ARF-IFNβ pathway in the universal signaling response to viral infections. p16 silencing had no effect on IFN responses induced by PAMPs associated with *B*. *burgdorferi* or *E*.*coli* (Figs 3 and 4), which is consistent with the exclusive role of ARF in regulating IFNβ.

**Table 2:** Multiple PAMPs induce ARF-regulated upregulation of the IFN response.

IFN inducible genes					
Treatment	Transfection	*Ifnb*	*Tyki*	*Gbp2*	*Iigp*
Medium	Scrambled siRNA	^a^0.01 ± 0.00	3.81 ± 0.81	1.88 ± 0.32	0.50 ± 0.11
	*Arf* siRNA	0.01 ± 0.00	7.02 ± 0.80	2.63 ± 0.17	0.66 ± 0.06
*B*. *burgdorferi*	Scrambled siRNA	0.42 ± 0.04	81.34 ± 9.87	46.61 ± 3.05	1.79 ± 0.14
	*Arf* siRNA	^b^ **0.06 ± 0.02**	**16.84 ± 1.42**	**15.27 ± 1.09**	**0.65 ± 0.13**
Bb RNA	Scrambled siRNA	0.31 ± 0.01	33.55 ± 2.41	41.71 ± 1.93	4.02 ± 0.35
	*Arf* siRNA	**0.07 ± 0.01**	**8.08 ± 0.55**	**15.50 ± 0.87**	**1.00 ± 0.04**
Pam3Cys	Scrambled siRNA	0.23 ± 0.03	34.11 ± 1.65	34.24 ± 2.16	1.24 ± 0.23
	*Arf* siRNA	**0.08 ± 0.01**	**9.90 ± 0.77**	**18.28 ± 1.36**	**0.33 ± 0.02**
MDP	Scrambled siRNA	0.01 ± 0.00	1.50 ± 0.12	6.49 ± 5.93	0.77 ± 0.69
	*Arf* siRNA	0.00 ± 0.00	5.42 ± 0.62	2.71 ± 0.08	0.55 ± 0.06
LPS	Scrambled siRNA	0.80 ± 0.05	264.05 ± 30.36	103.43 ± 3.60	10.41 ± 1.11
	*Arf* siRNA	**0.39 ± 0.01**	**148.52 ± 16.58**	**70.50 ± 6.10**	**5.28 ± 0.84**
Poly I:C	Scrambled siRNA	0.50 ± 0.05	133.66 ± 15.98	72.97 ± 4.02	16.34 ± 1.51
	*Arf* siRNA	0.53 ± 0.14	129.15 ± 17.23	66.62 ± 2.97	14.27 ± 1.27

B6.C3-*Bbaa1* BMDMs were transfected with *Arf* or scrambled siRNAs using the Neon electroporation system. After 48 h of recovery, the transfected macrophages were treated with 5 μg/ml sonicated *B*. *burgdorferi*, 2 μg/ml *B*. *burgdorferi* RNA, 200 ng/ml lipopeptide Pam3Cys, 10 μg/ml MDP, 100 ng/ml LPS, or poly I:C (10 ng/ml or 20 μg/ml) for 6 h prior to sample collection. Transcripts were assessed by qPCR.

^a^Values represent mean ± SEM.

^b^Numbers in bold indicate a significant decrease in induction of the indicated transcript following *Arf* silencing compared with cells receiving scrambled siRNA. *p* < 0.05.

### ARF expression modulates the severity of Lyme arthritis in mice

BMDMs from ARF-deficient B6 mice were used to test the impact of the null allele on the IFNβ response to *B*. *burgdorferi*. As expected, BMDMs from B6 Arf^-/-^ mice failed to express the *Arf* transcript and ARF protein (Fig 6A). Interestingly, BMDMs from B6 and B6 Arf^-/-^ mice expressed barely detectable levels of *Ifnb* and low levels of ISGs after *B*. *burgdorferi* stimulation suggesting that the B6 allele of ARF does not contribute appreciably to the *B*. *burgdorferi*-induced IFNβ response (Fig 6B). Arthritis severity was determined by ankle swelling and histopathological scores, and the arthritis observed in *B*. *burgdorferi*-infected B6 Arf^-/-^ mice was mild and similar to that observed in *B*. *burgdorferi*-infected B6 mice and significantly lower than that observed in *B*. *burgdorferi*-infected B6.C3-*Bbaa1* mice (Fig 6C). This indicates that the increased expression of ARF conferred by the C3H allele is responsible for the elevated IFNβ response in C3H and B6.C3-*Bbaa1* mice.

**Fig 6:**
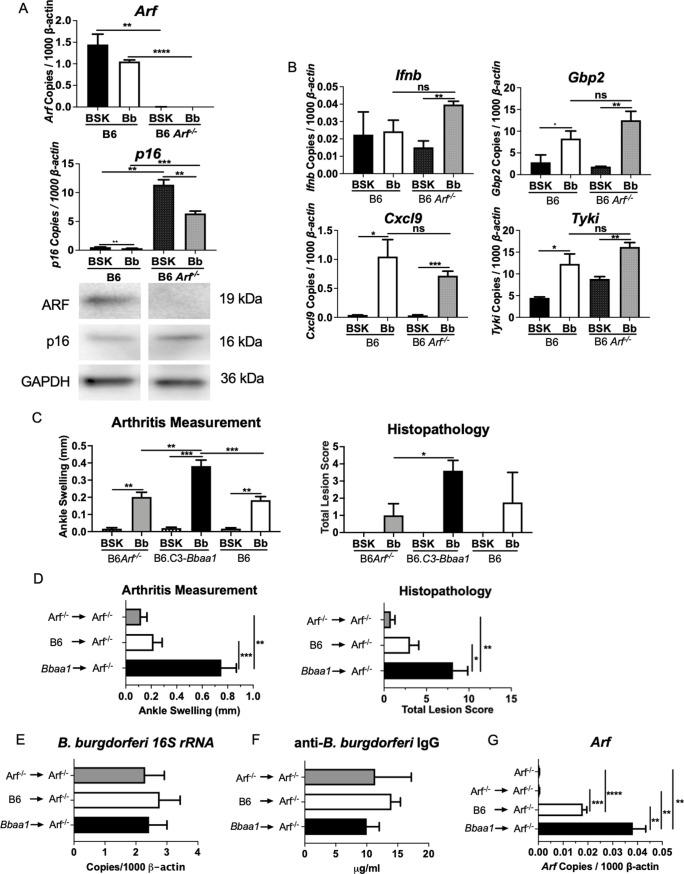
The C3H *Bbaa1* allele of ARF enhances arthritis severity in *B*. *burgdorferi*-infected mice. A) BMDMs isolated from B6 and B6 Arf^-/-^ mice were treated with sonicated *B*. *burgdorferi* for 6 h to induce the IFN response. The impact of ablation only on ARF expression, but not p16, was confirmed by qPCR and Western blot, and performed twice. Significance was determined by Student *t*-test. Error bars indicate SEM (n = 3 per group). B) Sonicated *B*. *burgdorferi*-stimulated *Ifnb*, *Gbp2*, *Tyki*, and *Cxcl9* expression levels in B6 Arf^-/-^ and B6 BMDMs were determined by qPCR normalized to *β-actin*. The *B*. *burgdorferi-*stimulated IFN response is compared with the BSK media alone group. Significance of differences was measured by Student *t*-test. Data are shown as mean ± SEM (n = 3 per group). C) B6 Arf^-/-^, B6.C3-*Bbaa1*, and B6 mice were infected with live *B*. *burgdorferi* at 6 or 7 weeks of age. Arthritis severity was measured by ankle measurement (ankle swelling) and by histopathologic assessment (total score) at 4 weeks following infection. There were *≥* 5 mice of mixed sex in each infected mouse group. Data were pooled from 2 separate experiments. Statistical analysis was assessed by Student *t*-test. Error bars indicate SEM. D) Reconstitution of B6 Arf^-/-^ mice with splenocytes from B6.C3-*Bbaa1* congenic mice or B6 mice revealed the contribution of the C3H *Bbaa1* allele of ARF to the development of severe Lyme arthritis. Mice were infected 3 weeks after reconstitution, and arthritis severity was measured at 4 weeks post-infection by ankle measurement (ankle swelling) and by histopathologic assessment (total score). The direction of transplantation from donor to recipient is shown on the figure. Results from two separate experiments with ≥ 5 mice in each infected mouse group were pooled. Statistical analysis was assessed by Student *t*-test. Error bars indicate SEM (n = 5 or 8 or 10 per group). E) *B*. *burgdorferi* in joint tissue was quantified by *16S rRNA* PCR (normalized to *β-actin*) and F) by ELISA quantification of serum anti-*B*. *burgdorferi* IgG. Significance was calculated by Student *t*-test. (n = 5 or 8 or 10 per group). G) The efficiency of ARF reconstitution in recipient B6 Arf^-/-^ mice was determined by qPCR of RNA isolated from whole blood. qPCR analysis was normalized to *β-actin*. Significance was calculated by Student *t*-test. Error bars indicate SEM (n = 5 or 8 or 10 per group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To test the impact of ARF reconstitution on IFNβ production and the Lyme arthritic response, radiation chimeras were generated by reconstituting B6 Arf^-/-^ mice with hematopoietic cells from B6.C3-*Bbaa1* or B6 mice. A rapid reconstitution protocol was used that allowed mice to be irradiated at 5 weeks of age and to achieve sufficient reconstitution by 8 weeks of age for infection with *B*. *burgdorferi*; the 8-week timepoint for infection is necessary for maximal arthritis development. We previously reported that B6.C3-*Bbaa1* mice reconstituted with B6.C3-*Bbaa1* splenocytes retained severe arthritis upon infection [27]. At 4 weeks post-infection, the B6 Arf^-/-^ recipient mice developed severe Lyme arthritis if they received splenocytes from B6.C3-*Bbaa1* mice, but not from B6 or B6 Arf^-/-^ mice (Fig 6D). The reconstitution had no effect on the host immune response as determined by the level of *Borrelia 16S rRNA* in joint tissue (Fig 6E) and the level of serum anti-*B*. *burgdorferi* IgG at 4 weeks post-infection (Fig 6F). The efficiency of ARF reconstitution in recipient B6 Arf^-/-^ mice was determined by PCR analysis of RNA isolated from whole blood (Fig 6G). These findings support the hypothesis that increased expression of ARF bestowed by the C3H allele is responsible for the upregulated IFNβ response that drives severe Lyme arthritis in C3H and B6.C3-*Bbaa1* mice. Interestingly, the B6 allele of ARF does not appear to play a role in the modest *B*. *burgdorferi*-induced IFNβ response in BMDMs or in the development of mild Lyme arthritis. Thus, the effect on IFNβ production is only manifest when the C3H gain of function allele of ARF is expressed.

### The involvement of p53 in ARF regulation of IFNβ

The canonical function of ARF is to bind and inactivate the p53 ubiquitin ligase MDM2 [46], thereby stabilizing p53 to function during cell cycle arrest (Fig 2A). Additionally, p53 was recently reported to bind and stabilize the *Irf7* and *Irf9* transcripts resulting in increased levels of IRF7 and IRF9 proteins and enhanced expression of IFNβ after viral infection [47]. 

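*Irf7* (ENSMUSG00000025498) lies on chromosome 7 of GRCm38 from 141262706 to 141266481. At 0 h, its log2 fold change against B6 was 1.10 (standard error 0.268, adjusted p = 0.00321) in ISRCL4 BMDMs and 1.92 (standard error 0.285, adjusted p = 2.89e-05) in ISRCL3 BMDMs, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 3 h it was 0.83 (standard error 0.263, adjusted p = 0.0355) in ISRCL4 and 1.42 (standard error 0.280, adjusted p = 0.00109) in ISRCL3. At 6 h ISRCL3 was higher by 0.80 (standard error 0.277, adjusted p = 0.0491), while the value in ISRCL4, 0.52 (standard error 0.259, adjusted p = 0.160), did not pass the threshold. It passed when no filter on low counts was applied (0.53, adjusted p = 2.70e-07) or only B6 and ISRCL4 at 6 h were fitted (0.51, adjusted p = 0.00486), and the adjusted p ranged up to 0.197 over the 6 alternatives of scaling, test, filter, groups and offsets, and up to 0.342 with 1 library left out. Without the filter the log2 fold change hardly moved. The far smaller p is thus not taken as stronger evidence, and its cause was not tested. In all 6 comparisons every congenic library lay above every B6 library. The exact two-sided permutation p was 0.0286 for ISRCL4 and 0.0571 for ISRCL3, the smallest that the numbers of libraries allow. The ISRCL3 call at 3 h was lost without ISRCL3 library X4 (0.86). The ISRCL3 call at 6 h was lost without any 1 of the 4 B6 libraries (0.74 to 0.86), ISRCL3 library X7 (0.57) or X8 (0.86). In ISRCL4 the call at 3 h was lost without any 1 of the 4 B6 libraries (0.76 to 0.91), ISRCL4 library X19 (0.70) or X20 (0.78). *Irf9* (ENSMUSG00000002325, chromosome 14, 55603571 to 55610030) differed at 0 h in ISRCL3, with a log2 fold change of 0.30 (standard error 0.091, adjusted p = 0.0189) and no overlap with B6. This call was lost without ISRCL3 library X1 (0.16, adjusted p = 0.220). In the other 5 comparisons the log2 fold change of *Irf9* lay between -0.08 and 0.12 and none passed the threshold. *Trp53*, which encodes p53, was higher at 0 h in ISRCL4 (log2 fold change 0.94, adjusted p = 0.000314) and in ISRCL3 (0.59, adjusted p = 0.0227), and lower in ISRCL3 at 6 h (-0.87, adjusted p = 0.00644), with no overlap with B6 in these 3 comparisons. The ISRCL3 call at 0 h was lost without B6 library X4 (0.51) or ISRCL3 library X2 (0.55). *Trp53* also passed the threshold in ISRCL4 at 3 h (0.54, adjusted p = 0.0310), where the libraries overlapped with those of B6. This call was lost with only the 2 groups fitted, and without B6 library X5 (0.48), X6 (0.49) or X8 (0.40), or ISRCL4 library X17 (0.51), X19 (0.52) or X20 (0.54). In ISRCL4 at 6 h *Trp53* did not pass it (0.42, adjusted p = 0.104).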

Consistent with this alternative function of p53, BMDMs from ISRLC3 and ISRCL4 congenic mice expressed higher IRF7 transcript levels than BMDMs from wild type B6 mice (S3 Fig) suggesting that the C3H allele of ARF may lead to stabilization of the p53 protein, which would subsequently lead to increased expression of *Irf7* and *Irf9* transcripts and proteins [47]. Because IRF7 is an important transcription factor for IFNβ, we propose that the enhanced expression of the C3H allele of ARF leads to a p53-dependent increase in IRF7 mRNA and protein expression and a subsequent increase in IFNβ expression. In support of this hypothesis, overexpression of ARF resulted in increased levels of p53 (Fig 7A).

**Fig 7:**
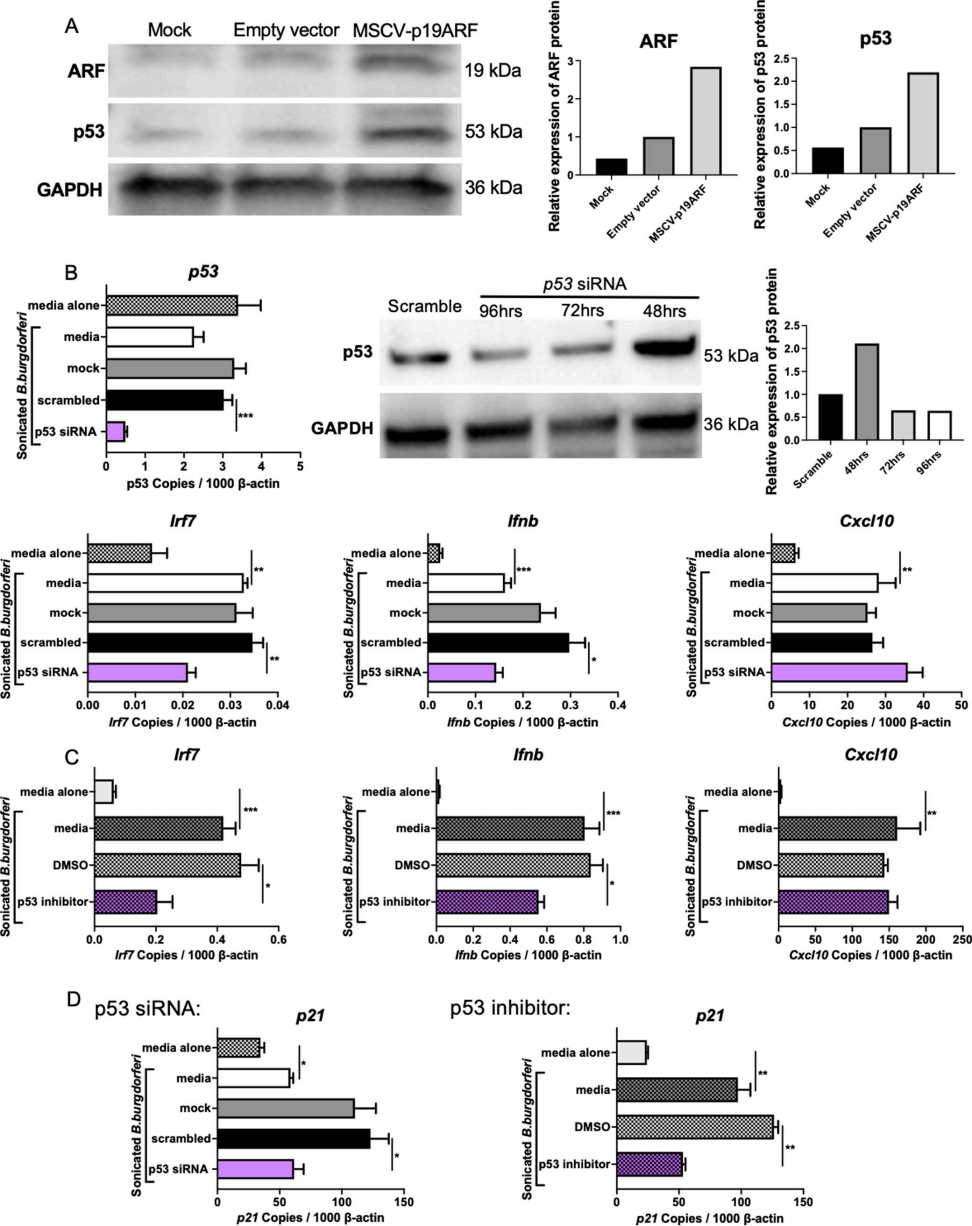
The involvement of p53 in IFNβ expression. A) ARF was overexpressed in B6 BMDMs by transfection of the MSCV-p19ARF plasmid and expression assessed by Western Blot. The transfected cells were allowed to rest for 72 h before the addition of sonicated *B*. *burgdorferi* for 6 h. B) p53 was silenced in B6.C3-*Bbaa1* BMDMs by transfection with 100 nM *p53* siRNA. Transfected cells were stimulated with sonicated *B*. *burgdorferi* prior to collection for RNA and protein extraction. IFN responses was induced by *B*. *burgdorferi* treatment as indicated by *B*. *burgdorferi* treated media, while samples receiving no stimulus are indicated as media alone. Cells were collected and protein was isolated at 48 h, 72 h, and 96 h to assess for silencing efficiency by Western Blot. *p53* transcripts were analyzed by qPCR normalized to *β-actin*. Significance was determined by Student *t*-test. Data are shown as mean ± SEM (n = 3 per group). The impact of *p53* silencing on expression of sonicated *B*. *burgdorferi*-stimulated IFN responses in B6.C3-*Bbaa1* BMDMs was determined by qPCR normalized to *β-actin*. Significance of differences was calculated by Student *t*-test. Data are shown as mean ± SEM (n = 3 per group). C) BMDMs were treated with PFTα for 1 h prior to stimulation with sonicated *B*. *burgdorferi* for 6 h. qPCR was used to assess the impact of the inhibitor on expression of *Ifnb* and downstream genes, and data were normalized to *β-actin*. Significance was determined by Student *t*-test. Data are shown as mean ± SEM (n = 3 per group). D) Expression of a p53 downstream gene, *p21*, was used to verify the efficiency of blocking p53 with siRNA and the PFTα inhibitor. Expression was measured by qPCR normalized to *β-actin*. Significance of difference was calculated by Student *t*-test (n = 3 per group). *p < 0.05, **p < 0.01, ***p < 0.001.

Silencing of p53 in B6.C3-*Bbaa1* BMDMs resulted in reduced expression of *Irf7* and *Ifnb*, but not *ISGs*; the reduced expression was evident by 48 h even though it took 72 h to observe reduced p53 expression (Fig 7B). Although *Irf7* and *Ifnb* transcripts were reduced upon silencing of p53, downstream ISGs were not suppressed as shown for *Cxcl10*. The incomplete silencing of p53 made it difficult to determine whether p53 is essential for IFNβ expression. A second approach was to interfere with p53 activity using the small molecule p53 inhibitor PFTα. PFTα blocks p53 function by decreasing the stability of nuclear p53 and disrupting its ability to regulate p53-responsive genes [48]. BMDMs from B6.C3-*Bbaa1* mice were plated overnight and 30 μΜ of PFTα was added to the cells 1 h before the addition of sonicated *B*. *burgdorferi*. Inhibition of p53 with PFTα resulted in reduced expression of *Irf7* and *Ifnb*; however, ISGs, such as *Cxcl10*, remained unaffected (Fig 7C). These results are consistent with the results of the p53 silencing experiment and suggest that p53 is important for IFNβ expression and early transcription of IRF7, but does not affect expression of ISGs. Another experiment utilized the cell cycle regulatory protein p21, which relies on p53 for expression via a series of intermediates distinct from those involved in IRF7 expression. RNA silencing and small molecule inhibition of p53 suppressed p21 expression only 50% and 60%, respectively (Fig 7D). These findings suggest that there is a technical limitation to silencing and inhibiting p53 on expression of downstream IFNβ and p21. In addition, the partial contribution of p53 to the IFNβ response suggests that other pathways may also play a role in ARF-modulated expression of IFNβ.

### The involvement of BCL6 in ARF regulation of IFNβ

ARF is also known to bind and suppress the transcriptional repressor BCL6, which is expressed in T cells, B cells, and macrophages [49]. In myeloid cells, BCL6 has been shown to bind the *Irf7* promoter and suppress *Irf7* transcription resulting in reduced IFNβ expression [50]. Consistent with this, RNA-seq data showed increased constitutive and induced *Irf7* expression in BMDMs from congenic mice than in BMDMs from WT B6 mice **(**S3 Fig). Thus, ARF may modulate IFNβ expression through a second pathway involving BCL6-regulated expression of IRF7 in myeloid cells. 

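*Irf7* was present before *B. burgdorferi* in all libraries, at 51.5 ± 9.37 CPM (SD, n = 4) in B6, 110.8 ± 38.5 CPM (SD, n = 4) in ISRCL4 and 194.9 ± 97.6 CPM (SD, n = 3) in ISRCL3 BMDMs. It rose to 142.7 ± 24.5, 253.9 ± 60.3 and 382.1 ± 212.9 CPM at 3 h, and to 785.5 ± 87.0, 1130 ± 163.7 and 1364 ± 341.1 CPM at 6 h. From 0 to 6 h the log2 change was 3.93 (standard error 0.293) in B6, 3.35 (standard error 0.284) in ISRCL4 and 2.81 (standard error 0.319) in ISRCL3 BMDMs, with adjusted p of 1.14e-13, 2.55e-12 and 2.40e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The change in ISRCL4 minus that in B6 was -0.58 (adjusted p = 0.450), and the change in ISRCL3 minus that in B6 was -1.12 (adjusted p = 0.0582), so neither differed from B6 past the threshold. The ISRCL3 value passed it without B6 library X1 (-1.20), or ISRCL3 library X2 (-1.33), X3 (-1.32) or X7 (-1.35). It also passed when libraries of the same position in their groups were taken as blocks (-1.04, adjusted p = 0.000766), an alternative chosen after seeing the data, and with no filter on low counts (-1.13, adjusted p = 4.86e-13), where the ISRCL4 value passed too (-0.57, adjusted p = 0.00162). Without the filter both values hardly moved, so the far smaller p is not taken as stronger evidence. Over the alternatives the adjusted p was at most 0.0778 in ISRCL3 and 0.582 in ISRCL4. With 1 library left out, the ISRCL3 value ranged from -1.35 to -0.64 (adjusted p up to 0.281). The ISRCL4 value then ranged from -0.74 to -0.35 (adjusted p up to 0.707). Within ISRCL3, library X1 held 307.6 CPM at 0 h and library X4 held 627.4 CPM at 3 h, each more than the other 2 libraries of its group. *Bcl6* (ENSMUSG00000022508) was at 31.3 ± 5.02 CPM (SD, n = 4) in B6, 51.0 ± 4.85 CPM (SD, n = 4) in ISRCL4 and 45.0 ± 5.06 CPM (SD, n = 3) in ISRCL3 BMDMs at 0 h. Its log2 fold change at 0 h was 0.70 in ISRCL4 (standard error 0.247, adjusted p = 0.0350), a call lost without B6 library X2 (0.69), X3 (0.66) or X4 (0.65), or ISRCL4 library X14 (0.70), X15 (0.65) or X16 (0.73), and 0.52 in ISRCL3 (standard error 0.265, adjusted p = 0.154). At 3 and 6 h *Bcl6* differed from B6 in neither line. Counts of *Bcl6* RNA do not measure the binding of BCL6 by ARF.

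**Figure D3:**
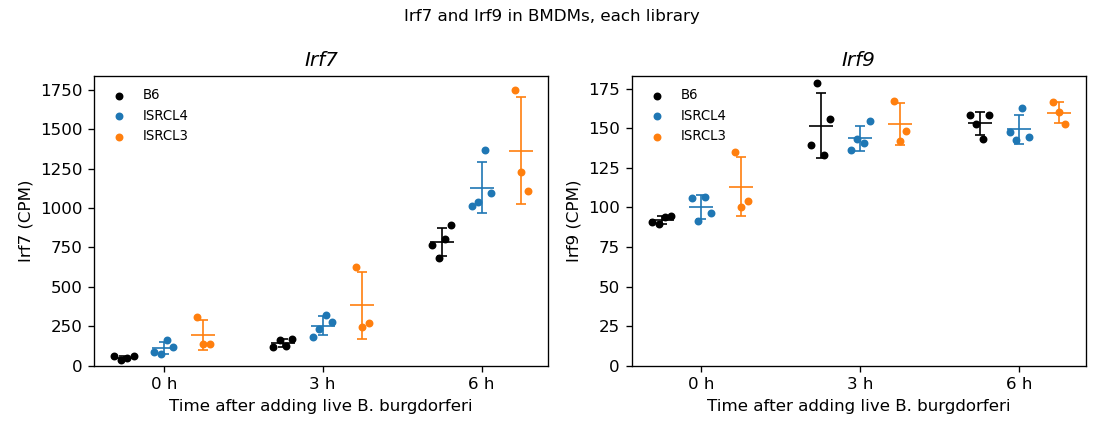
*Irf7* and *Irf9* in BMDMs of B6, ISRCL4 and ISRCL3 mice at 0, 3 and 6 h after live *B. burgdorferi*, in CPM on vertical axes that start at 0. Points are libraries and bars are means ± SD (n = 4, 4 and 3), with *Irf7* means from 51.5 CPM in B6 at 0 h to 1364 CPM in ISRCL3 at 6 h.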

Upon silencing of *Bcl6* expression in BMDMs from B6.C3-*Bbaa1* mice, the *Bcl6* transcript was reduced 60% and BCL6 protein was reduced 80% (Fig 8A). The silencing of *Bcl6* enhanced the *B*. *burgdorferi-*induced expression of *Irf7*, *Ifnb*, and ISGs, which is consistent with previous reports (Fig 8B). FX1 is a BCL6 inhibitor that binds to the BCL6 BTB domain and prevents direct interaction with corepressors required for BCL6 gene repression activity [51]. Treatment of B6.C3-*Bbaa1* BMDMs with FX1 resulted in increased expression of *Irf7*, *Ifnb*, and ISGs upon stimulation with *B*. *burgdorferi*; this increased expression was comparable to the expression achieved with siRNA silencing of BCL6 in B6.C3-*Bbaa1* BMDMs (Fig 8C). The direct impact of BCL6 on IFNβ expression was further studied by overexpressing BCL6 in BMDMs from B6.C3-*Bbaa1* mice. Transfection of the MSCV promoter-driven human *Bcl6* plasmid resulted in reduced expression of *Irf7*, *Ifnb*, and ISGs, whereas the empty MSCV vector had no effect on expression of these transcripts (Fig 8D). Taken together, these findings support the model in which ARF interacts with BCL6, thereby enhancing *Irf7* expression and the subsequent upregulation of IFNβ in myeloid cells. The C3H allele of ARF reduces the availability of BCL6 allowing activation of IRF7 and increased IFNβ production.

**Fig 8:**
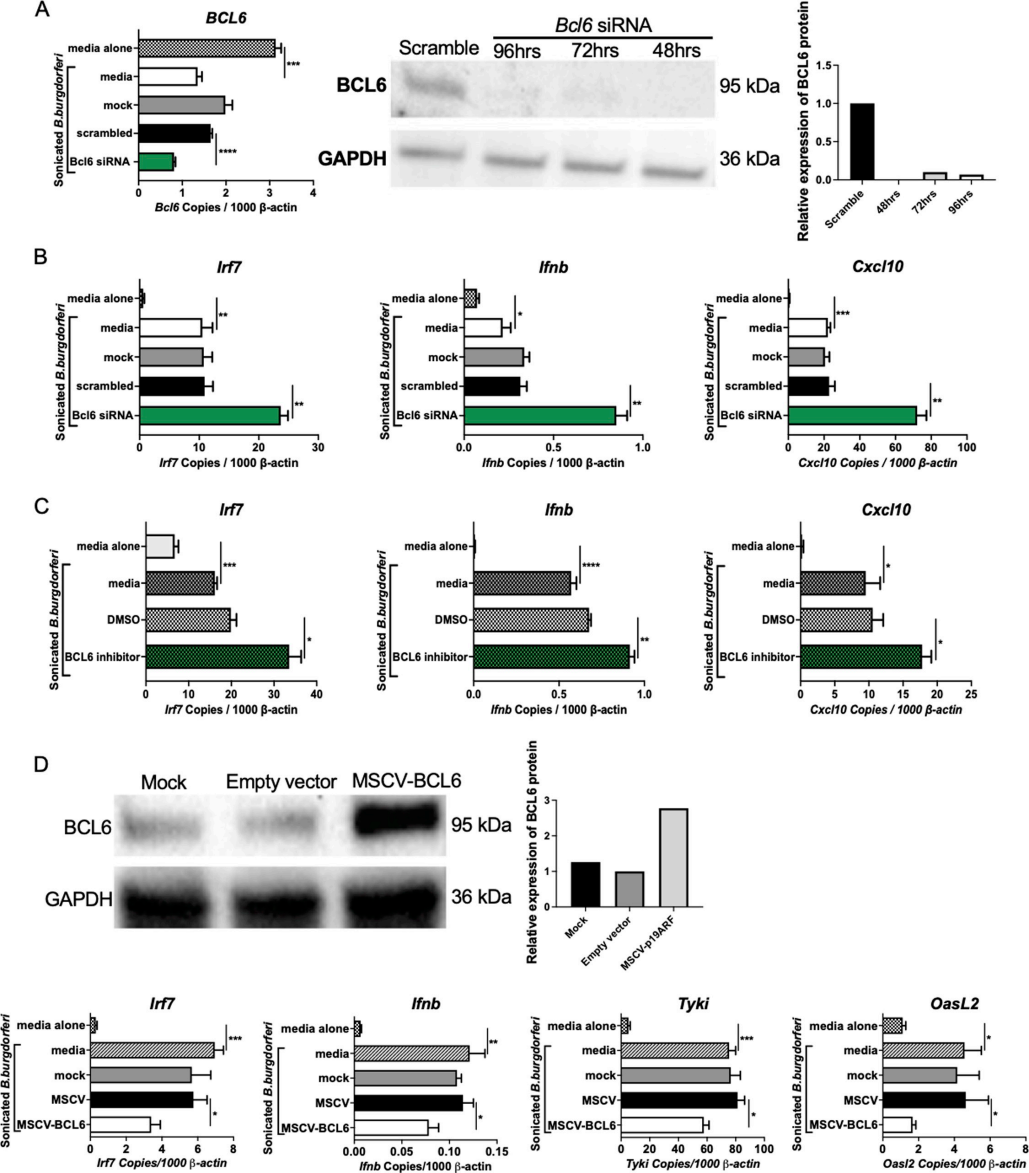
BCL6 plays a role in regulating IFNβ activity. A) *Bcl6* was silenced in B6.C3-*Bbaa1* BMDMs by transfection of *Bcl6* siRNA. Transfected cells were allowed to rest for 48 h and were then incubated with sonicated *B*. *burgdorferi* for 6 h prior to collection for RNA isolation. Transfected cells were incubated for 48 h, 72 h, and 96 h before treatment with sonicated *B*. *burgdorferi* for 6 h prior to collection for protein isolation. The induction of IFN responses is indicated by comparing *B*. *burgdorferi* treated samples (media) with unstimulated media alone. *Bcl6* expression was measured by qPCR normalized to *β-actin*. Significance was determined by Student *t*-test. Data are shown as mean ± SEM (n = 3 per group). B) The impact of *Bcl6* silencing on expression of *B*. *burgdorferi-*stimulated IFN responses in B6.C3-*Bbaa1* BMDMs was determined by qPCR normalized to *β-actin*. Significance of differences was determined by Student *t*-test. Data are shown as mean ± SEM (n = 3 per group). C) B6.C3-*Bbaa1* BMDMs were treated with 13 μM FX1 for 0.5 h before the addition of sonicated *B*. *burgdorferi* for 6 h. Blocking of BCL6 induced expression of *Irf7*, *Ifnb*, and ISGs, which was determined by qPCR normalized to *β-actin*. Significance of differences was calculated by Student *t*-test. Error bars indicate SEM (n = 3 per group). D) Overexpression of BCL6 by transfection of B6.C3-*Bbaa1* BMDMs with 1 μg MSCV-BCL6 plasmid was performed to confirm transcriptional repression by BCL6. Transfected cells were allowed to rest for 48 h and were then incubated with sonicated *B*. *burgdorferi* for 6 h prior to isolation of RNA and protein. The impact of BCL6 overexpression on activation of *Ifnb* and ISGs upon stimulation with *B*. *burgdorferi* in B6.C3-*Bbaa1* BMDMs was determined by qPCR normalized to *β-actin*. Significance was calculated by Student *t*-test. Error bars indicate SEM (n = 3 per group). *p < 0.05, **p < 0.01, ****p < 0.0001.

### A small molecule inhibitor of BCL6 modulates development of B. burgdorferi-induced Lyme arthritis

Because treatment of BMDMs with the BCL6 inhibitor FX1 resulted in increased production of IFNβ and downstream ISGs, we hypothesized that treatment with FX1 may also enhance IFNβ production *in vivo* and alter the severity of Lyme arthritis. This hypothesis was tested in mildly arthritic B6 mice by administering FX1 or a vehicle control (30% propylene glycol, 5% Tween 80, and 65% D5W) daily by i.p. injection for 11 days beginning the day before infection with *B*. *burgdorferi* (Fig 9A). This treatment encompassed the previously determined day 7 peak of *Ifnb* expression in joint tissue (Fig 9A) [25,26]. Treatment of *B*. *burgdorferi*-infected B6 and B6 Rag1^-/-^ mice with the BCL6 inhibitor FX1 resulted in greater rear ankle swelling, and increased severity of scored parameters of arthritis such as thickening of the tendon sheaths and hypertrophy/hyperplasia of synoviocytes (Fig 9B, 9I and 9J) to the level seen in B6.C3-*Bbaa1* mice (Fig 6C). Importantly, the levels of serum anti-*B*. *burgdorferi* IgG indicated that the host’s adaptive immune response was not impaired by the FX1 treatment (Fig 9C). FX1-treated animals also displayed similar levels of *Borrelia 16S rRNA* in joint and other tissues as vehicle-treated control animals at 4 weeks post-infection (Fig 9C).

**Fig 9:**
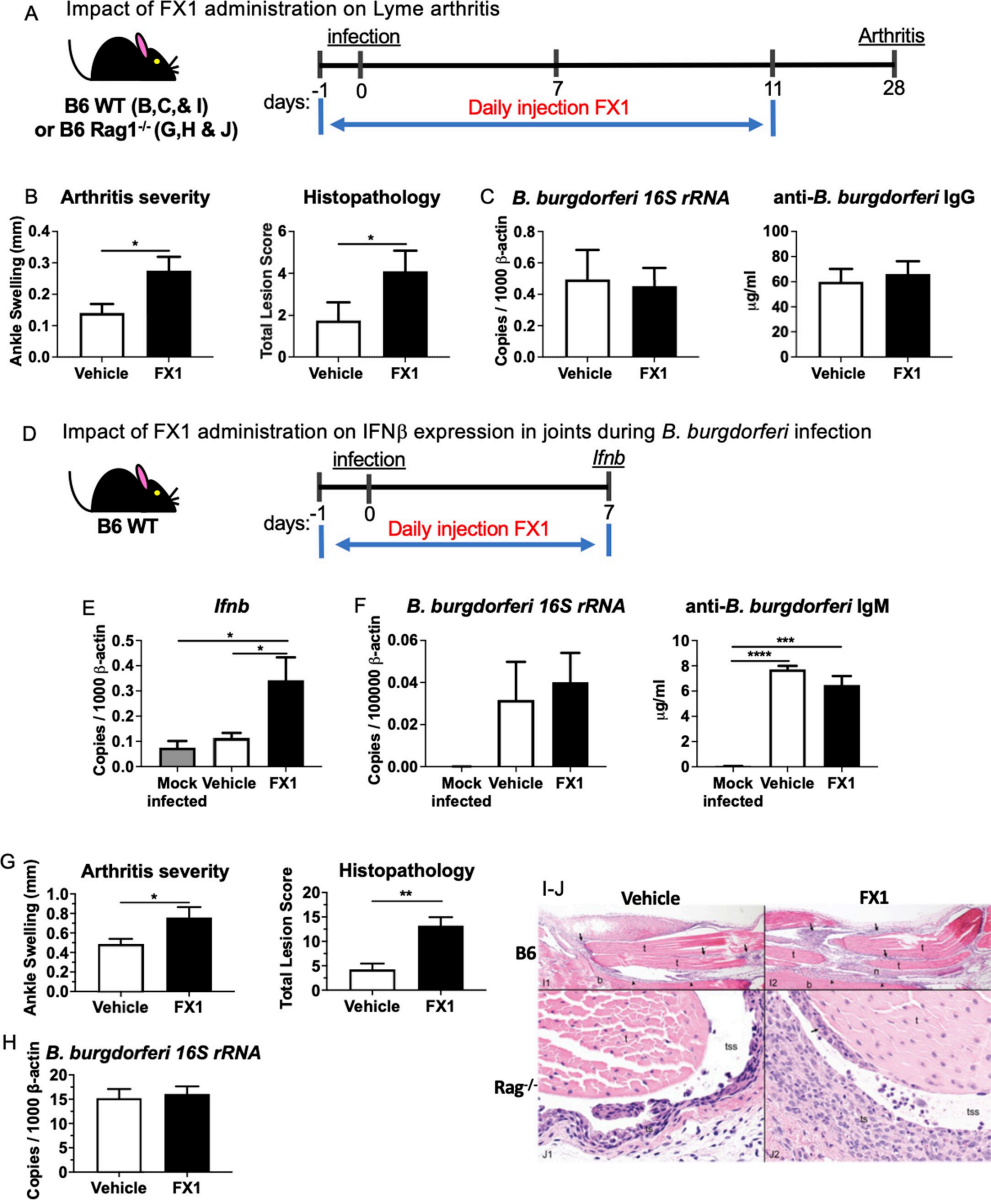
Suppression of BCL6 enhances induction of IFNβ and development of severe arthritis in joint tissues of B6 mice and B6 Rag1^-/-^ mice. A) B6 mice (6–7 weeks of age) that were infected with live *B*. *burgdorferi* on day 1 received daily i.p. injections of FX1 (50 mg/kg) starting the day before infection and continuing for 12 days. B) Arthritis was assessed at 28 days post-infection by measuring ankle swelling and by histopathologic determination (total score). Data were pooled from 2 separate experiments. Statistical analysis was performed using the Student *t*-test. Error bars indicate SEM (n = 9 or 10 per group). C) *B*. *burgdorferi* was quantified in joint tissues by *16S rRNA* PCR normalized to *β-actin* and by ELISA quantification of serum anti-*B*. *burgdorferi* IgG. Significance was calculated by Student *t*-test (n = 9 or 10 per group). D) The impact of blocking BCL6 on *Ifnb* expression was assessed at 1week post-infection in mice treated daily with 50 mg/kg FX1 beginning the day before infection and continuing until the mice were sacrificed at day 7 post-infection. E) RNA was isolated from joint tissues and *Ifnb* expression was measured by qPCR normalized to *β-actin*. Data were pooled from 2 separate experiments. Significance was calculated by Student *t*-test (n = 9 or 10 per group). F) Host defense was assessed by qPCR of *B*. *burgdorferi 16S rRNA* in joint tissues normalized to *β-actin* and by quantification of serum anti-*B*. *burgdorferi* IgM. Significance of differences was determined by Student *t*-test (n = 9 or 10 per group). G) *B*. *burgdorferi*-infected B6 Rag1^-/-^ mice (6–7 weeks of age) received daily i.p. injections of FX1 (50 mg/kg) starting the day before the infection and continuing for 12 days as described in Fig 7A. Arthritis was measured at 28 days post-infection and assessed by ankle swelling and histopathologic determination (total score). This experiment was repeated 3 times. Statistical analysis was performed using the Student *t*-test. Error bars indicate SEM (n = 5 per group). H) *B*. *burgdorferi* was quantified in joint tissue by *16S rRNA* PCR normalized to *β-actin*. Significance of difference was calculated by Student t-test (n = 5 per group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. (I-J) Responses of rear ankle joints (i.e., tibiotarsal and other connected joints) to injury in IFNβ mediated Lyme arthritis. I1) Vehicle treated infected B6 mice. Note minimal to mild thickening of the sheaths (arrows) of the tendons (t) and minimal to mild thickening of the periosteum (arrowheads) of the bone (b). Minimal numbers of neutrophils and/or mononuclear inflammatory cells are present in the tendon sheath spaces (not visible in the image). H&E stain. I2) FX1 treated infected B6 mice. Note moderate thickening of the tendon sheaths (arrows) and hypertrophy/hyperplasia of synoviocytes covering the tendons (t). Mild to moderate thickening of the periosteum (arrowheads) of the bone (b) is also present. Moderate numbers of neutrophils and mononuclear inflammatory cells are present in the tendon sheath spaces (not visible in the image). A nerve (n) is present in the specimen. H&E stain. J1) Vehicle treated infected B6 Rag^-/-^ mice. Note minimal to mild thickening (hypertrophy/hyperplasia) of the tendon sheath (ts) and minimal numbers of neutrophils and/or mononuclear inflammatory cells in the tendon sheath space (tss). H&E stain. J2) FX1 treated infected B6 Rag^-/-^ mice. Note moderate thickening of the tendon sheath (ts) and hypertrophy/hyperplasia of synoviocytes (arrow) covering the tendon (t). Moderate numbers of neutrophils and minimal numbers of mononuclear inflammatory cells are present in the tendon sheath space (tss). H&E stain.

To determine if the increased level of Lyme arthritis in FX1-treated B6 mice was preceded by a joint-localized spike in IFNβ production at day 7 post-infection as previously reported for infected C3H mice, FX1 was administered for 7 days starting the day before infection (Fig 9D). Control and FX1-treated mice were sacrificed at 7 days post-infection and *Ifnb* levels were measured. Higher levels of *Ifnb* were found in joint tissues of FX1-treated mice than in vehicle-treated control mice (Fig 9E). The FX1 treatment did not affect host defenses as determined by similar levels of *B*. *burgdorferi 16S rRNA* in joints and serum anti-*B*. *burgdorferi* IgM levels in FX1-treated and vehicle-treated control animals (Fig 9F). These data suggested that treatment of B6 mice with the inhibitor FX1 results in increased production of IFNβ and increased Lyme arthritis severity, similar to that observed in B6.C3-*Bbaa1* mice.

Because BCL6 plays a dominant role in T cell and B cell responses, the effect of FX1 treatment on Lyme arthritis severity was evaluated in B6 Rag1^-/-^ mice to determine the contribution of T cells and B cells to IFNβ production and arthritis (Fig 9G, 9H and 9J). As with B6 mice, B6 Rag1^-/-^ mice were treated with FX1 for 11 days beginning the day before infection, and arthritis was assessed at 28 days post-infection (Fig 9A). FX1-treated B6 Rag1^-/-^ mice displayed more severe Lyme arthritis than vehicle-treated control B6 Rag1^-/-^ mice indicating that BCL6 expression in non-lymphocytes, such as myeloid cells, is critical for the increased arthritis severity observed upon FX1 treatment (Fig 9G and 9J). The FX1 treatment did not affect host defenses as mice treated with FX1 and mice treated with vehicle harbored the same level of *B*. *burgdorferi 16S rRNA* in joints (Fig 9H).

Our *in vitro* mechanistic analysis of the *Cdkn2a*-encoded protein ARF demonstrated that ARF regulates IFNβ production via dual interaction with p53 and BCL6 in resident myeloid cells (CD45^+^) stimulated with *B*. *burgdorferi* (Fig 10). The *in vivo* experiments showed that the critical interactions occur in myeloid cells, not lymphoid cells, during the development of severe Lyme arthritis. By incorporating *in vitro* and *in vivo* data, we developed a model for the ARF-IFNβ pathway. Introgression of the C3H *Bbaa1* allele into B6 mice enhances expression of ARF, which blocks the p53 ubiquitin ligase MDM2 resulting in stabilized p53 and enhanced activation of IRF7 and production of IFNβ (Fig 10). The increased expression of ARF in congenic mice also blocks and inactivates BCL6 through protein-protein interactions, thereby increasing IRF7 production and upregulation of the IFNβ response. We previously demonstrated that IFNβ orchestrates Lyme arthritis by upregulating the production of the muscle regulatory protein myostatin (MSTN) by CD45^-^ resident cells of the joint [27] (Fig 10). These findings indicate potential sites of therapeutic intervention for IFNβ-modulated Lyme arthritis.

**Fig 10:**
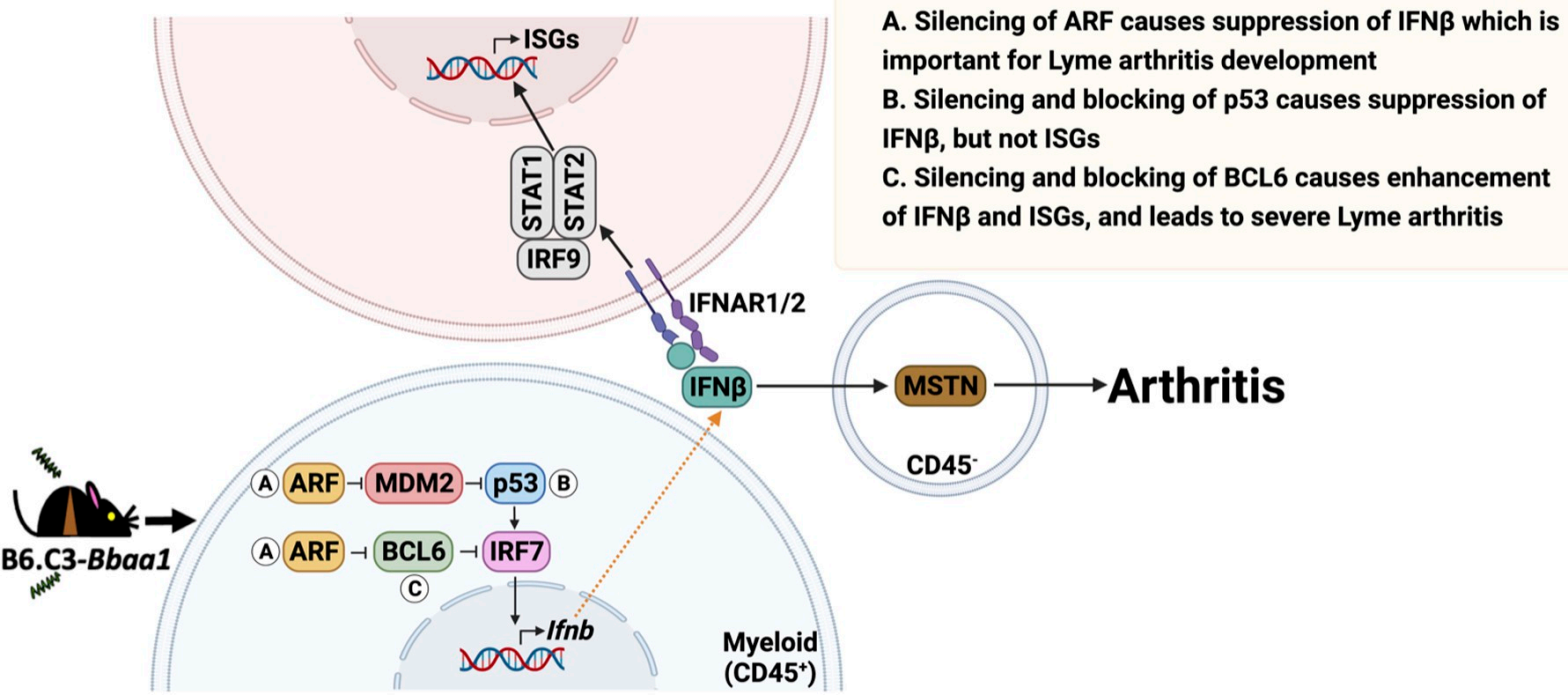
Proposed model of ARF-IFNβ pathway. A) The constitutively heightened expression of ARF in B6.C3-*Bbaa1* congenic mice results in a greater magnitude of IFNβ production and more severe Lyme arthritis following infection with *B*. *burgdorferi*. B) The heightened expression of the C3H allele of ARF blocks the activity of ubiquitin ligase MDM2, resulting in stabilized p53. p53 acts to enhance the expression of IRF7 which induces IFNβ production, but not downstream ISGs. C) The greater expression of the C3H allele of ARF also binds and suppresses BCL6, resulting in increased IRF7 expression and greater production of IFNβ. Expression of downstream ISGs is mediated through activation of signal transducer and activator transcription 1 (STAT1)-STAT2-IRF9 signaling complex. Parallel ARF interactions with p53 and BCL6 modulate IFNβ hyper production in resident myeloid cells. IFNβ leads to the upregulation of the muscle regulatory protein myostatin in CD45^-^ cells, a previously identified mediator of Lyme arthritis development in B6.C3-*Bbaa1* mice. (Created with BioRender.com).

## Discussion

Genetic regulation of Lyme disease has been studied in humans and in inbred strains of mice [13–15]. Forward genetics using C3H and B6 mice, with varying Lyme arthritis severity, has allowed the development of congenic mice for study of genes involved in regulation of arthritis [20,21]. Previously, GUSB was positionally identified within B6.C3-*Bbaa2* on Chr5, and identified as a major determinant of Lyme arthritis severity in mice by regulating accumulation of pro-inflammatory lysosomal products in joint tissues [22,52]. A second approach using antibodies to block IFNβ protein and ablation of the type I IFN receptor 1 gene demonstrated that elevated production of IFNβ in myeloid lineage cells of joints is a major contributor to Lyme arthritis in C3H and B6.C3-*Bbaa1* mice [17,25,27]. In addition, elevated levels of type 1 IFN have been identified in samples from patients with Lyme disease and other IFN pathologies [30,53–56]. In this study, we used forward genetics to identify *Cdkn2a* as the gene within the *Bbaa1* locus on Chr4 that regulates IFNβ production in response to *B*. *burgdorferi* infection.

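In the GENCODE M21 annotation of GRCm38, *Ifnb1* ends at 88522774 and *Cdkn2a* starts at 89274471 on chromosome 4, which leaves 751696 bp between the genes. The annotation places 59 genes wholly within this stretch, of which 33 are protein-coding, and 16 of those have symbols that start with Ifn. The genes next to *Cdkn2a* are closer. *Gm12606* ends 1067 bp before it, and *Cdkn2b* starts 11645 bp after it.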

Interestingly, *Cdkn2a* is physically separated from the *Ifnb* gene on Chr4 by 0.75 Mb (Table 1 and Fig 2A) suggesting that *Cdkn2a* could be acting in cis to modulate IFNβ responses. However, an alternative hypothesis, that protein products of the *Cdkn2a* gene are working in trans to modulate IFNβ expression through intermediate factors, is supported by our findings. Of the two proteins encoded by *Cdkn2a*, ARF and p16 [28], only ARF regulates *Ifnb* expression in macrophages and Lyme arthritis severity in mice (Figs 2, 3, 4, 5 and 6D). This was supported by RNA-seq data (Fig 1C), by protein and RT-PCR quantification (S2 Fig), by silencing *Arf* in B6.C3-*Bbaa1* BMDMs (Fig 2B and 2C), and with radiation chimeras (Fig 6). Furthermore, the increased expression of the C3H allele of ARF upregulates IFNβ, which contributes to the development of severe Lyme arthritis in C3H and B6.C3-*Bbaa1* congenic mice. This is supported by overexpression of ARF in B6 BMDMs (Fig 5), by comparison of the *B*. *burgdorferi*-induced IFN response in B6 and B6 Arf^-/-^ BMDMs, and by comparison of *B*. *burgdorferi*-stimulated Lyme arthritis in B6 and B6 Arf^-/-^ mice (Fig 6B and 6C). Previously, Strle et al., demonstrated the role of TLR1 polymorphisms on Lyme disease severity in patients [13]. Interestingly, multiple SNPs in the human ARF gene (p14ARF) have been reported in endometrial cancer, possibly reflecting the important anti-tumor activity of p14ARF [57]. Our studies point to the possibility that SNPs in p14ARF could be linked to the severity of human Lyme disease.

The degree of IFNβ responses to a variety of PAMPs and another pathogen, *E*. *coli*, was influenced by expression of ARF, especially for PAMPs recognized by receptors utilizing the MyD88 adapter molecule (Table 2 and Fig 4B) [33,41–43]. However, IFNβ responses to the peptidoglycan subunit MDP and the dsRNA mimetic poly (I:C) were not reduced by ARF silencing (Table 2) indicating that NOD2 and TLR3 signaling are independent of ARF. The absence of ARF involvement in poly (I:C) induction of IFNβ suggests that the IFNβ response to at least some viral infections may be independent of ARF. Thus, ARF could serve as a potential therapeutic target for the treatment of Lyme disease without eliminating the defense against viral infections. In assessing similarities to other interferonopathies, a genome-wide association study has identified IFN-related genes in lupus, but not the *Cdkn2a* gene [58]. However, a recent study found *Cdkn2a* hypomethylation and expression alterations in systemic lupus erythematosus and systemic sclerosis [59] indicating that *Cdkn2a* regulation of IFN production is linked to additional syndromes. The strong link between type I IFN upregulation and lupus suggests that the ARF pathway could be involved in other pathologies.

p53 and BCL6 were previously identified as protein mediators of *Ifnb* production. ARF interacts with MDM2 stabilizing p53 protein, which in turn binds and increases IRF7 transcription [46,47], whereas BCL6 is a repressor of IRF7 transcription, which suppresses *Ifnb* expression [49,50]. RNA silencing and small molecular inhibitor studies provided evidence of p53 and BCL6 involvement in ARF-dependent regulation of IFNβ in BMDMs (Figs 7 and 8). These findings suggest that parallel ARF interactions with p53 and BCL6 modulate IFNβ production (Fig 10). Further, we demonstrated that B6 mice treated with the BCL6 inhibitor FX1 developed severe Lyme arthritis similar to B6.C3-*Bbaa1* mice (Fig 9). Infected B6 Rag^-/-^ mice treated with FX1 showed that development of severe Lyme arthritis did not involve lymphocytes (Fig 9G, 9H and 9J). In our model, we proposed that p53 and BCL6 function as parallel pathways. However, others have suggested that BCL6 interferes with p53 activity in chronic myeloid leukemia [60] indicating that BCL6 may partially act upstream of p53. Further investigation is required to understand the interactions between these two regulatory proteins in the regulation of microbial PAMPs, induction of IFNβ, and Lyme arthritis.

Although the primary role attributed to type I IFN is as a first line defense against viral infection, its upregulation has been observed in bacterial infection, where it can have both positive and negative impact on disease outcome [61]. In the case of *B*. *burgdorferi*, type I IFN mediates pathogenic arthritis development but not control of spirochete levels in tissues. Importantly, localized expression of type I IFN and ISGs has been reported in Lyme disease patients [30,35,62–64] and supports our finding of robust induction of type I IFN in joint tissues of mice with severe Lyme arthritis [23]. In addition, hepatitis C and multiple sclerosis patients treated with type I IFN may develop transient arthritis as a common side effect [65,66]. The pathologic role of type I IFN has also been observed in autoimmune diseases, such as systemic lupus erythematosus, Sjogren’s syndrome, and in a subgroup of rheumatoid arthritis patients [54,67–69]. Due to the multiple roles played by type I IFN, it is critical to discover its upstream and downstream mechanisms to provide more options for studying and treating type I IFN syndromes.

This mechanistic study positionally identified *Cdkn2a*-encoded ARF within the B6.C3-*Bbaa1* locus on Chr4 and demonstrated that ARF acts in trans to upregulate type I IFN through p53 and BCL6. Evidence for *Cdkn2a*-mediated regulation in hyper-IFN syndromes has been reported [59]. Our previous studies identified the muscle development regulatory protein MSTN as a major downstream effector of IFNβ induction and Lyme arthritis in mice [27]. Some patients with Lyme disease display fatigue and widespread musculoskeletal pain [70]; thus, the role of MSTN in Lyme disease patients remains to be investigated. Future studies will focus on identifying the therapeutic potential of upstream and downstream pathways of type I IFN and characterizing the downstream pathways of MSTN. These findings and future studies will allow assessment of new therapeutic targets for the treatment of type I IFN-dependent Lyme arthritis and provide support for the investigation of other IFN-driven diseases.

## Materials and methods

### Ethics statement

All mice used in this study were housed in the University of Utah Comparative Medicine Center and handled in strict accordance with the National Institutes of Health for the care and use of laboratory animals, as described in the Guide for the Care and Use of Laboratory Animals, 8^th^ Edition. All animal experiments were proved and performed according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) at the University of Utah (Protocol Number 21–01002). Mouse experiments were conducted under isoflurane anesthesia, and every effort was made to minimize suffering.

### Mice

B6 mice were obtained from The Jackson Laboratory. B6.C3-*Bbaa1* congenic mice (Chr4: 11.6–93.46 Mbp) were generated by introgression of the *Bbaa1* allele from C3H onto the B6 background as described previously [20]. Continued backcrossing of B6.C3-*Bbaa1* mice with B6 mice allowed development of interval-specific recombinant congenic lines (ISRCL1-4) with the indicated Chr4 *Bbaa1* intervals: ISRCL 1 (11.6–77.8 Mbp), ISRCL2 (76.48–93.46 Mbp), ISRCL3 (83.7–93.46 Mbp), and ISRCL4 (88.3–93.46 Mbp) [20]. ISRCL5 (88.3–90.54 Mbp) was generated recently and the interval was fixed by filial mating as described previously [71]. C57BL/6 Arf^-/-^ (B6 Arf^-/-^) mice (B6.129X1-*Cdkn2a*^*tm1Cjs*^/KaiJ) were from Jackson laboratory, and were originally derived by Kamijo et al by disruption of Exon 1β [72]. This resulted in ablation of p19ARF, but not the p16 protein. C57BL/6 Rag1^-/-^ (B6 Rag1^-/-^) mice (B6.129S7-*Rag1*^*tm1/Mom*^/J) were obtained from The Jackson Laboratory and maintained on antibiotic water (trimethoprim and sulfamethoxazole), a treatment which does not impact on *B*. *burgdorferi*, prior to and during infection [73]. Mice were monitored daily for health status.

### B. burgdorferi infection of mice

The *B*. *burgdorferi* N40 isolate was provided by Dr. Stephen Barthold (University of California, Davis, CA) and was grown in Barbour-Stoenner-Kelly II (BSK) medium containing 6% rabbit serum (Sigma-Aldrich) [20]. Mice aged 6–8 weeks were infected with 2×10^4^ *B*. *burgdorferi* spirochetes by intradermal injection [74]. For mice that were sacrificed at 1-week post-infection, infection was confirmed by culturing *B*. *burgdorferi* from the bladder as described previously [75] and by measurement of *B*. *burgdorferi* specific IgM by ELISA. For mice that were sacrificed ≥ 2 weeks post-infection, infection was confirmed by the presence of *B*. *burgdorferi* specific IgM and IgG in serum measured by ELISA [75]. The presence of *B*. *burgdorferi 16S rRNA* transcripts in the joints was also used to confirm infection ≥ 7 days post-infection [23,76].

### Assessment of arthritis severity

Arthritis measurements were performed on rear ankle joints using a metric caliper on day 0 and day 28 post-infection by an individual blinded to the experimental group. The most severely swollen rear ankle was taken for histopathological analysis following removal of the skin. Joint tissue was fixed in 10% neutral buffered formalin, decalcified, embedded in paraffin, sectioned into 3 μm sections, and stained with hematoxylin and eosin (H&E) [77]. Lesions were scored blindly, and 6–8 sections per joint tissue were given a score of 0–5 based various aspects of disease, including severity and extent of the lesion, polymorphonuclear leukocyte and mononuclear cell (lymphocytes, monocyte, macrophage) infiltration, tendon sheath thickening (hypertrophy and hyperplasia of surface cells and/or underlying dense sheets of cells resembling immature fibroblasts, synoviocytes, and/or granulation tissue), and reactive/reparative responses (periosteal hyperplasia and new bone formation and remodeling). A score of 5 represents the most severe lesion and 0 represents no lesion as described previously [26].

### Generation of radiation chimeras

Chimeras were generated using a rapid reconstitution protocol that allowed infection within the 8-week window of maximal Lyme arthritis as described previously [25,73]. C57BL/6 Arf^-/-^ mice at 5 weeks of age were lethally irradiated with RS-2000 X-ray Biological Irradiator (Rad Source Technologies). Donor splenocytes (2×10^7^) harvested from B6.C3-*Bbaa1*, B6, and B6 Arf^-/-^ mice in 200 μl separation buffer (1X PBS pH 7.4, 2% FCS, 2 mM EDTA) were injected intravenously into irradiated B6 Arf^-/-^ recipient mice 24 h after irradiation. At 3 weeks post-irradiation and transplantation, recipient mice were infected with *B*. *burgdorferi*, and Lyme arthritis was assessed at 28 days post-infection. Chimerism was confirmed by PCR analysis of RNA isolated from whole blood at 4 weeks post-infection.

### Inhibitors and treatments

Inhibitors of p53 [Pifithrin-a (PFT-α)] and BCL6 (FX1) were obtained from Selleck Chemicals LLC. PFT-α (5 mM in DMSO) was stored at -80°C. For cell culture experiments, PFT-α was diluted to 30 μM with media containing 1% Nutridoma (Roche Applied Science). Cells were pretreated with PFT-α or DMSO for 1 h before the addition of stimuli [48]. For use in mice, PFT-α was diluted to 0.44 mg/ml with 30% propylene glycol, 5% Tween 80, and 65% D5W (5% dextrose dissolved in water). Mice (5–6/group) received daily intraperitoneal (i.p.) injections of 2.2 mg/kg PFT-α for 11 days beginning the day before *B*. *burgdorferi* infection [48]. The BCL6 inhibitor FX1 (40 mg/ml in DMSO) was stored at -80°C. For cell culture experiments, FX1 was diluted to 13 μM with 1% Nutridoma media and cells were pretreated with FX1 or DMSO for 0.5 h before the addition of stimuli [51]. For *in vivo* mouse studies, FX1 was diluted to 8 mg/ml with 30% propylene glycol, 5% Tween 80, and 65% D5W. Mice (5–6/group) were received daily i.p. injections of 50 mg/kg or 100 mg/kg FX1 for 11 days beginning the day before *B*. *burgdorferi* infection [51]. For both experiments, control mice received equivalent treatments with diluent. Drug administration was timed to span the peak of IFN signature transcripts in ankle tissue of *B*. *burgdorferi*-infected mice, at 7 days post-infection.

### Cell culture

Bone marrow-derived macrophages (BMDMs) were prepared by culturing bone marrow isolated from femurs and tibias of mice for 6 days in RPMI 1640 (Invitrogen Life Science) containing 30% L929 culture supernatant as the source of M-CSF and 20% horse serum (HyClone) at 37°C with 5% CO_2_ [78]. BMDMs were then harvested and replated into 24-well plates at a density of 6×10^5^ cells/ml in 0.5 ml of serum-free RPMI 1640 containing 1% Nutridoma and incubated overnight. The medium was removed and cells were stimulated for 6 h in 0.5 ml of 1% Nutridoma containing 5 μg/ml sonicated *B*. *burgdorferi*, which is approximately equivalent to 7.4×10^6^ live *B*. *burgdorferi*/ml, prepared as described previously and representing an approximate MOI of 10 [33]. The extraintestinal pathogenic *Escherichia coli* (ExPEC) strain, CFT073, was grown in 20 ml M9 minimal medium for 48 h at 37°C [29]. Following washing, *E coli* was added at 15 MOI relative to the macrophages [29,79]. *B*. *burgdorferi* RNA was prepared as described previously [33] and used at a dosage of 2 μg/ml. Polyinosinic-polycytidylic acid [poly (I:C); GE Healthcare Life Sciences] was used at 10 ng/ml, lipopolysaccharide (LPS; List Biological Laboratories) was used at 100 ng/ml, lipopeptide Pam_3_Cys-Ser-(Lys)4 (Pam3Cys;Abcam) was used at 100 ng/ml, and muramyl dipeptide (MDP; Sigma) was used at 10 μg/ml [33,42].

### Cell transfection

The Neon electroporation system (Life Technology) was used to transfect BMDMs with small interfering RNAs (siRNAs; Dharmacon) according to the manufacturer’s instructions. BMDMs were transfected with the indicated specific SMARTpool siRNAs, control scrambled SMARTpool siRNAs, or buffer. Transfected BMDMs were cultured in antibiotic-free RPMI 1640 medium (Invitrogen Life Technologies) containing 30% L929 culture supernatant and 20% horse serum (HyClone) in 48-well or 6-well plates and incubated at 37°C with 5% CO_2_. Cells were incubated in antibiotic-free medium for 48–72 h for recovery before the addition of stimulus in RPMI 1640 medium with 1% Nutridoma (Roche). Cells were incubated with stimuli for 6 h prior to extraction with TRIzol reagent for RNA analysis or with RIPA buffer for Western blot analysis. Efficiency of siRNAs transfection was determined by the reduction in detectable transcripts and proteins.

BMDMs were transfected with murine stem cell virus (MSCV)-p19ARF, MSCV-BCL6, or the MSCV empty vector (Addgene) at 1 μg/5×10^6^ cells/ml according to the manufacturer’s instructions. Transfected BMDMs were incubated in antibiotic-free RPMI 1640 medium in 24-well or 6-well plates for 72 h for recovery. The transfection efficiency of the plasmids was estimated at 80% by microscopy of GFP co-expression from each plasmid. The medium was then replaced with 1% Nutridoma containing the stimulus, and 6 h post-stimulation, cellular RNA or protein was extracted for qPCR or Western blot analysis, respectively.

### PCR

Total RNA was isolated with TRIzol reagent (Invitrogen) and purified using the Direct-zol RNA MiniPrep kit (Zymo Research). RNA was then reverse transcribed, and transcripts were quantified using a Roche LC-480 as described previously [20]. Primer sequences for *β-actin*, *Iigp* [23], *Oasl2*, *Cxcl10*, *Tyki*, *16S rRNA* [17], *Gbp2* [33], *Tnfa*, and *Ifnb* [80] were described previously. The other primer sequences were *Arf* forward: 5’-AAGAGAGGGTTTTCTTGGTG -3′ and *Arf* reverse: 5′- CATCATCATCACCTGGTCC -3′, *P16* forward: 5′- GCTGCAGACAGACTGGCC -3′ and *p16* reverse: 5′- CCATCATCATCACCTGAATCG -3′, *p53* forward: 5′- CTCTCCCCCGCAAAAGAAAAA -3′ and *p53* reverse: 5′- TAAACGCTTCGAGATGTTCCG -3′, and *Bcl6* forward: 5′-CCGGCACGCTAGTGATGTT-3′ and *Bcl6* reverse: 5’-TGTCTTATGGGCTCTAAACTGCT-3’.

### Western blot

Primary antibodies to BCL6 and GAPDH were purchased from Cell Signaling Technology. Primary antibodies to ARF and p53 were purchased from Abcam. Primary antibody to p16 was purchased from Santa Cruz Biotechnology, Inc. Secondary antibodies were purchased from Bio-Rad Laboratories (rabbit) and Invitrogen (mouse). Western blot analysis was performed following the general protocol from Abcam. Fiji-ImageJ was used to quantify Western blot data.

### Statistics

Statistical analysis was performed using Prism 8.0b software. Two sample data sets were analyzed using the Student *t*-test. Categorical variables were assessed by the Mann–Whitney U test. One-way analysis of variance (ANOVA) with the Tukey-Kramer multiple-comparison test was used for multigroup comparisons. Statistical significance was indicated as follows: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### RNA sequencing analysis

After RNA from B6, ISRCL3, and ISRCL4 BMDMs was extracted and purified with the Direct-zol RNA MiniPrep kit (Zymo Research), libraries were prepared using polyA enrichment and sequenced at the University of Utah High-Throughput Genomics Core Facility with the Agilent High Sensitivity RNA ScreenTape Assay as described previously [27]. Sequences were analyzed with help from the University of Utah Bioinformatics Analysis Core Facility as described previously [81–83]. The RNA-seq data shown in S1 Table have been submitted to the Gene Expression Omnibus repository under accession number GSE181071 at the National Center for Biotechnology Information (NCBI).

## Supporting information

S1 Fig Genetic factors in the 2 Mbp *Bbaa1* locus regulate differential expression of IFNβ and Lyme arthritis severity. A) At 7 days post-infection with live *B*. *burgdorferi*, a robust induction of IFNβ, which is regulated by the *Bbaa1* congenic region and leads to severe Lyme arthritis, was detected in joint tissues from B6.C3-*Bbaa1* mice. B) Further backcrossing reduced the physical interval of *Bbaa1* (left panel). The C3H allele of IFN and flanking genes were found to be required for development of Lyme arthritis (right panel). C3H-derived regions are colored black and B6-derived regions are colored white. Ankle swelling was measured at 4 weeks post-*B*. *burgdorferi* infection. Error bars indicate SEM (n = 10 to 35 mice per group). Significance was calculated by 1-way ANOVA followed by Dunnett’s multiple comparison test versus B6. ****p < 0.0001.
(TIF) Click here for additional data file.

S2 Fig ARF expression is higher in congenic mice. A) Proteins were isolated from BMDMs from B6 and B6.C3-*Bbaa1* mice. The expression level of ARF protein was determined by western blot. B) BMDMs isolated from B6 and B6.C3-*Bbaa1* mice were treated with sonicated *B*. *burgdorferi* for 6 h to induce the IFN response. The *B*. *burgdorferi-*stimulated IFN response was compared between *B*. *burgdorferi* -treated group and media alone group. The *Arf* and *p16* expression levels were determined by qPCR normalized to *β-actin*. Significance was determined by Student *t*-test. Error bars indicate SEM (n = 3 per group). *p < 0.05, **p < 0.01.
(TIF) Click here for additional data file.

S3 Fig IRF7 expression is higher in ISRCL3 and ISRCL4 mice. RNA-seq revealed higher constitutive and induced *Irf7* expression in BMDMs from ISRCL3 and ISRCL4 mice than in BMDMs from B6 mice following stimulation with live *B*. *burgdorferi* for 3 and 6 h. Error bars indicate SEM (n = 3 or 4 per group), *p < 0.05, **p < 0.01.
(TIF) Click here for additional data file.

S1 Table RNA-seq identified all the genes within the *ISRCL5* interval. (DOCX) Click here for additional data file.

# Supplementary material for: The Cdkn2a gene product p19 alternative reading frame (p19ARF) is a critical regulator of IFNβ-mediated Lyme arthritis
**Source:** PLoS Pathog. 2022 Mar 24;18(3):e1010365. doi: 10.1371/journal.ppat.1010365
**Supplement:** S1 Table

**S1 Table. RNA-seq identified all the genes within the *ISRCL5* interval**.

RNA was prepared from ISRCL3, ISRCL4, and B6 BMDMs following stimulation with live *B. burgdorferi* for 3 h, 6 h, or without *B. burgdorferi* stimulation. *ISRCL5* is from 88.3–90.54 Mbp. 

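S1 Table lists 80 genes by symbol, type and position on Chr4, without a value of expression. For 78 of them, the start lies within 1 kb of the start of the gene of that symbol in the GENCODE M21 annotation of GRCm38, the build used for positions here. The table gives 43 of the genes as protein-coding, 12 as processed pseudogenes, 7 as unprocessed pseudogenes and 5 as lincRNAs. The deposited counts hold 79 of the listed genes, and 40 of these had 0 counts in every BMDM library. A total of 8 passed edgeR's filter on low counts, namely the 7 protein-coding genes of Table 1 and the processed transcript *Gm12609*, whose highest mean was 0.755 CPM, in ISRCL3 BMDMs at 3 h. The list is therefore a list of the genes that lie in and next to the interval, of which a part had reads in BMDMs.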

The green areas indicate the region flanking *ISRCL5*.

B6: n = 4, ISRCL4: n = 4, ISRCL3: n = 3

How the deposited data were processed for this re-analysis (not part of the article)

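RNA from bone marrow-derived macrophages (BMDMs) of B6, ISRCL4 and ISRCL3 mice was sequenced at 0, 3 and 6 h after the addition of live *B. burgdorferi*, with 4 B6, 4 ISRCL4 and 3 ISRCL3 libraries at each time point. The counts were made by the authors, who deposited them as raw whole numbers per Ensembl gene and library, without normalization. The aligner, the counting tool, their versions and the gene annotation are not given in the sources used here. The paper's methods name polyA enrichment and 6 days of culture, and the sample labels name ribosomal depletion of total RNA and 7 days. Sample conditions were taken from the labels. All B6 libraries were sequenced on lane 5 and all ISRCL4 libraries on lane 6 of a single run, and all ISRCL3 libraries on lane 3 of another run, so a batch term could not be fitted. The labels do not say which libraries of different time points came from the same mouse, so libraries were treated as independent, and a fit that takes the position of a library in its group as a block rests on an assumption.

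Analysis started from the counts of 49671 genes in 33 libraries, of which 49326 genes had a symbol in GENCODE M21 (GRCm38). Library totals ran from 11493057 to 17255110. Library sizes were scaled by the TMM method of edgeR 4.0.16 in R 4.3.3, with factors from 1.27 to 1.34 at 0 h and from 0.728 to 0.875 at 6 h. Genes were kept by edgeR's filterByExpr with the 9 combinations of strain and time point as groups, which left 13236 genes. edgeR's quasi-likelihood model was fitted to the 9 group means, with a common dispersion of 0.0115. Strains were compared at each time point, time points within each strain, and the change from 0 h in each congenic line with that in B6. P-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, with a threshold of 0.05. For named genes, an exact two-sided permutation test of the log2 CPM over the libraries of both groups was added. Its smallest p is 0.0286 for 4 libraries against 4, 0.0571 for 4 against 3 and 0.1 for 3 against 3. A gene counted as expressed with a mean of at least 1 CPM in any of the 9 groups. Checks of the fit on simulated data with 200 changed genes found between 58.6% and 72.9% of 1.5-fold changes and between 87.3% and 100% of 2-fold changes, and between 4.9% and 7.2% of the calls were false. These simulations held no trend over GC content. With such a trend added to the congenic libraries, the same fit of ISRCL4 against B6 at 0 h called 182 changed and 1976 unchanged genes, and 173 and 13 with offsets for the trend. In the deposited counts the rank correlation of the log2 fold change with GC content ran from -0.477 (ISRCL3 against ISRCL4 at 0 h) to 0.262 (ISRCL4 against B6 at 0 h), so the share of false calls there is not known. Counts limit genes with few reads most, such as *Cdkn2a* with 15 to 62 counts per library and *Ifnb1* with 0 to 4 at 0 h.

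Lists of 41 interferon-stimulated genes, 23 NF-kB target genes and 28 p53 target genes (26 tested) were compared between strains with limma 3.58.1's camera, at an inter-gene correlation of 0.01, and with fry, and the 18 tests of these lists against B6 were adjusted together. Lists of 7 neutrophil genes (5 tested), 6 macrophage genes and 6 fibroblast genes (4 tested) were also set beside them. Named genes were the genes of Table 1, the genes the paper names, the S1 Table genes that were expressed, markers of sex and substrain, the 6 genes with the largest mean change among those that differed in both lines at all 3 time points without overlap, and the 3 genes with the smallest p in each test of the change from 0 to 6 h. The result of 1 of the named genes is not reported here. The paper's values of *Cdkn2a* in Fig 1C had been seen when this rule was written.

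The comparisons, the rule and most alternatives were set before the data were examined. The alternatives were DESeq2's size factors in edgeR's fit, the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, only the 2 groups compared in the fit, each library left out in turn, an added threshold on the absolute log2 fold change of 1, other minimums for an expressed gene, fry and an estimated correlation in place of the preset one, the list of interferon-stimulated genes without those the paper names, and the whole congenic intervals of the methods. Offsets for each library's trend over GC content and exon length, and, for the changes from 0 h, blocks of the libraries that hold the same position in their groups of a strain, were added after the data were seen. The Y-linked genes as a covariate were not run, because their counts were near 0 in every library. Libraries of each group comparison were also regrouped in every other way, or, for the change from 0 to 6 h, in 50 ways and in all 35 ways that keep the libraries of a position together. Shared differences of both lines from the same B6 libraries were set beside 20 simulations of unchanged lines. The siRNA, qPCR and protein experiments of the paper were not analysed here.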

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

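Chosen only after the results were seen were the tests with offsets for GC content and exon length, the tests of sequencing runs for the change from 0 to 6 h and for ISRCL4 against B6, the tests of bacterial products, of a larger fold induction and of runs or lanes for the interferon-stimulated genes at 0 h, the tests of the difference in change of these genes at 6 h, the test of fibroblast RNA, the regroupings for the change from 0 to 6 h, and the test of library positions with the fits blocked by them.

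In 18 of 228 groups of 4 libraries over 38 named genes, the library at the end of the range lay far from the other 3. Chance alone gives about 1 in 20 groups, or 11.4. A total of 6 of them were ISRCL4 library X23 at 6 h, which was highest for *Cmpk2* (2718 CPM), *Cxcl9* (30.9 CPM), *Ifit2* (4594 CPM), *Ifit3b* (162.5 CPM), *Oas3* (444.6 CPM) and *Actb* (20850 CPM). ISRCL4 library X15 at 0 h was highest for *Oas3* (147.5 CPM) and lowest for *Klhl9* (130.7 CPM) and *Cdkn2b* (1.92 CPM). ISRCL4 library X19 at 3 h was highest for *Ifnb1* (4.93 CPM) and lowest for *Klhl9* (103.5 CPM), and library X17 was highest for *Gapdh* (13.3 CPM). In B6, library X12 at 6 h was highest for *Iigp1* (76.5 CPM), *Oasl2* (384.3 CPM) and *Gm25848* (0.678 CPM), library X4 at 0 h for *Xist* (841.5 CPM), library X8 at 3 h for *Xist* (311.8 CPM) and library X2 at 0 h for *Ifnb1* (0.0484 CPM, a single count where the others had 0). Library X23 had the lowest total of its group, 13819383 counts, and a TMM factor of 0.728. The genes are not independent, since libraries X15, X19 and X23 were also those with the highest mean log2 CPM of the interferon-stimulated genes in their groups (6.19, 7.53 and 9.29). By library number, X15, X19 and X23 hold the same position in their ISRCL4 groups. ISRCL4 libraries of the same position were alike over the time points, as given below. A shared mouse or a shared step of the work is thus a candidate explanation. The fits that left out 1 library never left these libraries out together. No other technical or biological explanation was tested for the outlying libraries.

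The change from 0 to 6 h differed from that in B6, by edgeR's test of the difference itself, for a number of named genes. *Mtap* rose in B6 and fell slightly in both lines (difference in log2 change -0.93 in ISRCL4, adjusted p = 0.00239, and -0.97 in ISRCL3, adjusted p = 0.00117), with adjusted p up to 0.0028 and 0.00148 over the alternatives of scaling, test, filter, offsets and blocks. *Lnpk* rose more in ISRCL4 (0.86, adjusted p = 0.00239) and in ISRCL3 (0.43, adjusted p = 0.0492, up to 0.0676 over the alternatives), but the ISRCL3 call was lost without B6 library X1 (0.39), X3 (0.43), X4 (0.41), X10 (0.40) or X11 (0.37), or ISRCL3 library X1 (0.34), X3 (0.38), X8 (0.40) or X9 (0.39). *Hacd4* fell less in ISRCL3 (0.81, adjusted p = 0.00331) and in ISRCL4 (0.60, adjusted p = 0.0396, up to 0.118 over the alternatives). The *Hacd4* call in ISRCL4 was lost with GC content and exon length offsets (0.50), and without B6 library X2 (0.59), X3 (0.56), X4 (0.62), X10 (0.62) or X11 (0.60), or ISRCL4 library X13 (0.60), X14 (0.57), X15 (0.56), X16 (0.60), X22 (0.62) or X23 (0.45). *Gm25848*, a snoRNA with few counts, differed by 4.12 in ISRCL4 (adjusted p = 0.00144) and 1.79 in ISRCL3 (adjusted p = 0.0207, up to 0.0485), the latter lost without B6 library X3 (1.56) or ISRCL3 library X2 (1.68) or X7 (1.55). No technical or biological explanation was tested for single genes beyond these alternatives.

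In ISRCL3 the change from 0 to 6 h minus that in B6 was also -1.74 for *Myc*, -1.69 for *Txn2* and -0.91 for *Foxn3* (adjusted p = 0.000261 for each, and at most 0.00075 over the alternatives), -1.46 for *Trp53* (adjusted p = 0.0025, at most 0.00276), -1.45 for *Oasl2* (adjusted p = 0.00572, at most 0.00829) and 0.86 for *Gm25687* (adjusted p = 0.0090, at most 0.0181). For *Cdkn1a* it was -0.88 (adjusted p = 0.0306, at most 0.0401), lost without B6 library X3 (-0.83), X4 (-0.81), X9 (-0.81) or X11 (-0.81), or ISRCL3 library X1 (-0.81), X2 (-0.92) or X7 (-0.72). *Myc*, *Txn2* and *Foxn3* were the 3 genes with the smallest p in this test. In ISRCL4 the difference did not pass the threshold for any of these 7 genes, and whether ISRCL3 and ISRCL4 differ in their changes was not tested.

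In number, 195 genes changed otherwise than in B6 from 0 to 6 h in ISRCL4 (129 more, 66 less) and 1775 in ISRCL3 (795 more, 980 less). None did at 3 h by edgeR, with 931 genes in ISRCL4 and 1160 in ISRCL3 at an unadjusted p under 0.05. DESeq2 also called 0, and edgeR with no filter on low counts called 88 and 93. The majority direction in ISRCL3 depended on the scaling: 44.8% of the calls were more, but 52.9% with DESeq2's size factors, 53.9% with DESeq2 and 52.9% with GC content and exon length offsets. These numbers treat libraries of different time points as independent. Libraries of the same position in their groups (the first, the second and so on, by library number) were alike over the time points, with a mean correlation of their log2 CPM, centred by group, of 0.108 in B6 and 0.125 in ISRCL4, above all other of 576 matchings (exact one-sided p = 0.00174, the smallest they can give, in each). In ISRCL3 it was 0.179, and 4 of 36 matchings were as high (exact one-sided p = 0.111), so there the test does not decide. A shared mouse or a shared step of the work are candidate explanations, and the labels do not say which. With each position as a block, 689 genes were called in ISRCL4 at 6 h and 2633 in ISRCL3, and 2 and 3 genes at 3 h. Among all 35 groupings that kept the libraries of a position together, fitted with blocks and with the 4 groups alone, only the real one gave as many genes (254 against at most 44 in ISRCL4 and 1648 against at most 1122 in ISRCL3). This was 1 of 35, the smallest share these groupings allow, so chance is unlikely but not excluded. In ISRCL3 the blocks also rest on positions that the test of matchings did not decide. A set of 50 regroupings that ignored the positions also had 1 as large, the real one (148 against at most 22 and 1243 against at most 96). GC content and exon length do not account for the larger number in ISRCL3, which was 1617 with offsets where ISRCL4 had 82. Nor does a single ISRCL3 library in the fit without blocks, since at least 928 genes were called with any of them left out (928 without ISRCL3 library X2 and 1105 without X8). The ISRCL4 number moved to 311 without B6 library X1, 97 without X4, 72 without X10 and 61 without X11, and to 88, 124 and 91 without ISRCL4 libraries X15, X16 and X23. The ISRCL3 number was 9.1 times that of ISRCL4 in the fit without blocks, and only ISRCL3 was sequenced in another run than B6, so a difference between runs and a difference between the lines cannot be told apart.

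The interferon-stimulated genes were higher in resting BMDMs of both lines. Their median log2 fold change at 0 h was 0.85 in ISRCL4 (31 of 41 genes past the threshold, 35 adjusted over the list alone) and 1.66 in ISRCL3 (41, and 41 adjusted over the list alone). At 3 h it was 0.80 (31, 37 adjusted over the list alone) and 1.34 (40 and 40), and at 6 h 0.54 (19 and 26) and 0.80 (26 and 36). Camera gave adjusted p from 1.67e-51 to 7.37e-10. With fry all calls held but that for ISRCL4 at 6 h (adjusted p = 0.0576), and none held with an estimated correlation, where the adjusted p ranged from 0.0715 to 0.496. Among the genes the paper names, *Cxcl10* differed by 0.85 in ISRCL4 and 2.13 in ISRCL3 at 0 h, *Cmpk2* by 1.05 and 1.96, *Oasl2* by 1.34 and 1.95, *Gbp2* by 0.27 and 1.19, *Iigp1* by 0.34 and 2.22 and *Cxcl9* by 0.44 and 1.41. Of these, *Cxcl10*, *Gbp2*, *Iigp1* and *Cxcl9* did not pass the threshold in ISRCL4. The *Cmpk2* call in ISRCL4 was lost without ISRCL4 library X15 (0.82). The *Cxcl9* call in ISRCL3 was lost without any 1 of the 4 B6 libraries (1.29 to 1.61), ISRCL3 library X1 (0.96) or X2 (1.59). Without ISRCL3 library X1, *Gbp2* was 0.71 and *Iigp1* 1.45, both still past the threshold, and without ISRCL3 library X4 the median of the list in ISRCL3 at 3 h was 0.89. GC content does not account for the pattern at 0 h, since the larger adjusted p of the lines with offsets was 2.74e-21. In B6, live *B. burgdorferi* raised the NF-kB genes by a median log2 change of 5.18 at 3 h and 5.40 at 6 h. The interferon-stimulated genes rose there by 1.34 and 3.17. At 0 h the NF-kB genes had medians of 0.065 in ISRCL4 and 0.026 in ISRCL3. Of these 23 genes, 15 and 14 were higher, and 6 and 4 passed the threshold in either direction. These values argue against bacterial products in the resting cultures that act as *B. burgdorferi* did at 3 and 6 h. Products that raise interferon-stimulated genes without NF-kB genes stay open. A larger fold induction by *B. burgdorferi* stays undecided for ISRCL4, with a median difference in change from 0 to 6 h of -0.24, higher in 10 of 41 genes, and a shift by limma's camera but not by fry, with or without blocks. In ISRCL3 this difference was -0.80, below 0 in all 41 genes (13 past the threshold, 18 adjusted over the list alone), a shift by camera and fry but not with an estimated correlation. With blocks it was -0.71, above 0 in 1 of 41 genes, again a shift by camera and fry. These values argue against a larger fold response after *B. burgdorferi* in ISRCL3. They do not exclude it, since the test with an estimated correlation gave no shift and ISRCL3 had its own run. A fold change from a higher 0 h level also does not measure the rise in CPM. The prediction written beforehand, a list higher at 6 h and by more than the NF-kB genes, was met by the medians. The NF-kB medians at 6 h were 0.20 in ISRCL4 and 0.07 in ISRCL3. The lists were not tested against each other. The interferon-stimulated genes were already higher at 0 h, so a higher list at 6 h does not show a larger response. A difference between runs does not account for ISRCL4 against B6, which shared 1 run (adjusted p = 2.45e-15 by camera). It stays open for ISRCL3, and a difference between lanes stays open for both lines. The lines and their lanes cannot be told apart. Higher interferon signalling in resting cells of the C3H interval thus stays among the open explanations.

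Of the genes outside both congenic intervals, 3475 differed between ISRCL4 and B6 at 0 h and 3056 between ISRCL3 and B6. The numbers were 1637 and 1350 at 3 h and 2347 and 1958 at 6 h. They depended on single libraries. Over all genes, the ISRCL4 number fell from 3482 to 2169 without library X15 at 0 h, from 1641 to 962, 719 and 910 without B6 libraries X5, X6 and X8 and to 795 and 980 without ISRCL4 libraries X19 and X20 at 3 h, and from 2353 to 1412 without B6 library X10 at 6 h. The ISRCL3 number fell from 3062 to 1565 without library X2 at 0 h, from 1354 to 895, 550 and 872 without B6 library X6 and ISRCL3 libraries X4 and X6 at 3 h, and from 1965 to 833 without library X7 at 6 h. When the libraries were regrouped in all 35 ways, with only the 2 groups compared in each fit, the real grouping gave 2666, 1861 and 2845 genes at 0, 3 and 6 h in ISRCL4, where no other grouping gave any, and 1435, 756 and 1719 in ISRCL3, where the others gave at most 730, 178 and 0. Only the real one was as large, 1 of 35, the smallest share these groupings allow, so chance is unlikely but not excluded. Sex does not account for them, since the 4 Y-linked genes had at most 2 counts in a library. GC content and exon length do not account for all of them, since at least 60.1% of the called genes were still called with offsets. A difference between runs does not account for ISRCL4 against B6, where 3475 genes differed within 1 run. Between ISRCL3 and ISRCL4, which both carry C3H DNA from 88.3 Mbp on, 722 genes outside 83.7 to 88.3 Mbp differed at 0 h (723 genes in all), 741 at 3 h and 2024 at 6 h. When only these groups were fitted, the real grouping gave 109, 509 and 1387 genes in all, and the other 34 of 35 at most 1, 3 and 97. With offsets the number at 0 h was 223, and 172 of the 723 genes were called in both. At 3 h it was 304, and 237 of the 741 genes were called in both. GC content thus stays open at 0 and 3 h. At 6 h it was 1785, and 1334 of 2025 genes were called in both. The number at 0 h was 398 and 368 without ISRCL3 libraries X1 and X2 and 366 and 423 without ISRCL4 libraries X13 and X15. At 3 h it was 277, 349 and 319 without ISRCL3 libraries X4 and X6 and ISRCL4 library X19, and at 6 h 1066 and 1299 without ISRCL3 library X7 and ISRCL4 library X22. Lanes, other C3H DNA outside the intervals, effects of the interval on other genes, differences between the mice and differences in the cells of the cultures stay open and cannot be told apart.

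A total of 64 genes differed from B6 in the same direction in both lines at all 3 time points, 51 higher and 13 lower, and 44 of them with no overlap of libraries in any of the 6 comparisons. In a single comparison, chance gives no overlap in 2.86% of groupings of 4 libraries against 4 and in 5.71% of 4 against 3. *Cdkn2a* was the only S1 Table gene among them. The 6 with the largest mean change were *G530011O06Rik* (3.15 in ISRCL4 and 2.62 in ISRCL3 at 0 h), *Gm25687* (-2.72 and -2.19), *Ifit2* (1.16 and 2.39), *Ifit3* (1.21 and 2.27), *Ifit3b* (1.16 and 2.28) and *Oas3* (1.68 and 2.08). The calls of *G530011O06Rik* and *Gm25687* were kept in every fit that left out a library, and those of the other 4 were not. In ISRCL4, *Ifit2* was lost without ISRCL4 library X15 at 0 h (0.85), X19 at 3 h (1.05), and X23 (0.87) or B6 library X10 (1.01) at 6 h. *Ifit3* was lost there without ISRCL4 library X15 (0.92) at 0 h, X19 (1.01) or B6 library X5 (1.15) at 3 h, and X23 (0.79) or B6 library X9 (0.97), X10 (0.93) or X11 (1.00) at 6 h. *Ifit3b* was lost there without ISRCL4 library X15 (0.85) or X16 (1.16) or B6 library X1 (1.15), X2 (1.04) or X3 (1.19) at 0 h, without ISRCL4 library X18 (1.25), X19 (1.04) or X20 (1.21) or any 1 of the 4 B6 libraries (1.14 to 1.31) at 3 h, and without ISRCL4 library X22 (1.13) or X23 (0.83) or B6 library X9 (1.07), X10 (1.01) or X11 (1.07) at 6 h. In ISRCL3, *Ifit3* (1.15) and *Ifit3b* (1.07) were lost at 6 h without ISRCL3 library X7, and *Oas3* at 3 h without ISRCL3 library X4 (0.99) and at 6 h without ISRCL3 library X7 (0.83) or B6 library X9 (1.00), X10 (0.96) or X11 (1.06). Without ISRCL3 library X4 at 3 h, *Ifit2* fell from 2.21 to 1.45, *Ifit3* from 2.24 to 1.39 and *Ifit3b* from 2.31 to 1.32. The comparisons share the B6 libraries, which alone makes fold changes alike. Across genes, which are not independent replicates, the correlation of the lines' log2 fold changes was 0.548 at 0 h, 0.484 at 3 h and 0.438 at 6 h, where simulated unchanged lines gave means of 0.449, 0.454 and 0.449. Shared calls numbered 1663, 485 and 702, and 0 in the simulations, with 19, 9 and 59 genes called in opposite directions. At 6 h the correlation was thus not above the simulated one. The simulated lines held no differences of their own, which in the real lines can lower the correlation. The comparison therefore does not show that the lines share no differences at 6 h. No biological explanation was tested for the 64 genes.

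Fibroblast genes were higher in ISRCL3 than in ISRCL4, with a median log2 fold change of 4.70 at 0 h, 4.30 at 3 h and 4.35 at 6 h over the 4 genes tested. Against B6 the median was -2.10, -2.75 and -2.32 in ISRCL4 and 2.59, 1.56 and 2.19 in ISRCL3. A candidate explanation is RNA from a small number of fibroblasts in some cultures. In 18 of 18 combinations of gene and time point the mean CPM was higher in ISRCL3 than in ISRCL4, but these are the genes in which the pattern was seen, so the test does not decide. The levels were low, at most 2.31 CPM for *Dcn* in ISRCL3 at 6 h, and *Col3a1* was between 0.00299% and 0.0113% of the macrophage gene *Lyz2* in ISRCL3 libraries.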

How the results depend on the processing

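The offsets for GC content and exon length and the blocks by library position were chosen after the data were seen; all other alternatives were set before. Values were compared by direction and side of the threshold, and numbers of genes by a limit of 1.5 times. Correlations had a narrower limit, since a move from 0.548 to 0.534 counted as moved. By these rules 236 of 238 values were the same with DESeq2's size factors, and 208 of 217 with DESeq2's Wald test. They were the same for 201 of 206 with at least 10 counts in every library and 207 of 238 with no filter on low counts. With only the groups compared in the fit it was 181 of 199, and with GC content and exon length offsets 215 of 238. With blocks, 47 of 51 values of a change from 0 h were the same. They were the same in 1732 of 2029 fits that left out 1 library, with 198 calls lost, 9 gained, 68 numbers or correlations moved and 22 reversed. Where a cause is not named, the cause was not tested.

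In the comparisons of the lines with B6, *Cdkn2a* kept its direction in all of these. Its change from 0 h in ISRCL3 minus that in B6 did not, as given below. In ISRCL3 it was not past the threshold with DESeq2's Wald test (0.72 at 3 h, 0.75 at 6 h), no filter on low counts (0.71 and 0.71) or only the groups compared (0.71 and 0.74). Without 1 library it was 0.58 to 0.90 at 3 h and 0.48 to 0.91 at 6 h. *Irf7* in ISRCL3 at 6 h was lost with DESeq2's Wald test (0.80). Without 1 library it ranged from 0.57 to 0.92 there, 0.86 to 1.66 in ISRCL3 at 3 h and 0.70 to 0.97 in ISRCL4 at 3 h. *Irf7* in ISRCL4 at 6 h passed the threshold with no filter (0.53) and with only the groups compared (0.51).

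With no filter on low counts, small values reversed: *Irf9* in ISRCL3 at 3 h (-0.000), the NF-kB list in ISRCL3 at 0 h (-0.011) and the p53 list in ISRCL3 at 3 h (-0.002). The odds ratio of S1 Table genes at 0 h reversed in ISRCL3 (0.705) and ISRCL4 (0.874), and was lost at 6 h (1.83 and 1.97). Numbers of genes between ISRCL3 and ISRCL4 moved to 1169 at 0 h (1168 outside 83.7 to 88.3 Mbp) and 1217 at 3 h, from 723 and 741. For the change from 0 h minus that in B6 they moved to 88 in ISRCL4 and 93 in ISRCL3 at 3 h, and to 597 in ISRCL4 at 6 h. The correlation of the lines' log2 fold changes was 0.440, 0.421 and 0.411 at 0, 3 and 6 h.

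With only the groups compared, the number of genes was 109 for ISRCL3 against ISRCL4 at 0 h, and 1435 at 0 h and 756 at 3 h for ISRCL3 against B6. The odds ratio for ISRCL3 at 3 h was 0. With at least 10 counts in every library, *Cdkn2b* in ISRCL3 at 6 h reversed (0.015), the correlations were 0.733, 0.638 and 0.472, and the ISRCL4 change from 0 to 6 h gave 304 genes. DESeq2's Wald test gave 428 there and correlations of 0.601, 0.583 and 0.475. With DESeq2's size factors *Cdkn2b* in ISRCL3 at 6 h reversed (0.002).

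With GC content and exon length offsets, *Irf9* in ISRCL3 at 3 h (-0.008), the NF-kB list in ISRCL4 at 0 h (-0.012), the p53 list in ISRCL3 at 3 h (-0.034) and *Tnf* in ISRCL3 at 6 h (-0.029) reversed. ISRCL3 against ISRCL4 gave 223 genes at 0 h and 304 at 3 h, and the ISRCL4 change from 0 to 6 h gave 82. Correlations were 0.599, 0.519 and 0.464. The share of higher genes moved from 59.3% to 47.6% for ISRCL4 against B6 at 6 h, from 41.6% to 52.9% for ISRCL3 against ISRCL4 at 6 h, from 55.3% to 48.3% for ISRCL4 against B6 at 0 h and from 53.8% to 44.0% for ISRCL3 against B6 at 0 h. The last was 47.3% with DESeq2's size factors and 46.7% with DESeq2. For the change from 0 to 6 h in ISRCL3 minus that in B6 it went from 44.8% to 52.9% with size factors, 53.9% with DESeq2 and 52.9% with offsets. With DESeq2 no share moved by more than 9.51 points.

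With the libraries of the same position in their groups as blocks, the change from 0 to 6 h minus that in B6 gave 689 genes in ISRCL4, from 195, and 2633 in ISRCL3, from 1775. At 3 h it gave 2 and 3 genes, from 0. *Irf7* in ISRCL3 at 6 h passed the threshold there (-1.04).

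Numbers fell by construction when an absolute log2 fold change over 1 was required. At 0, 3 and 6 h they were 194, 120 and 184 for ISRCL4 against B6, 346, 275 and 321 for ISRCL3 against B6, and 152 (151 outside 83.7 to 88.3 Mbp), 114 and 268 for ISRCL3 against ISRCL4. From 0 to 3 h they were 3826 in B6, 3718 in ISRCL4 and 3715 in ISRCL3, and from 0 to 6 h 6212, 6172 and 5971. For the change from 0 to 6 h minus that in B6 they were 40 in ISRCL4 and 226 in ISRCL3. With a minimum of 0.1 CPM, 12 genes of ISRCL5 counted as expressed, with 10 mean counts 8 and with unscaled libraries 7.

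With an estimated correlation, camera kept no call of the interferon-stimulated genes (medians 0.85, 0.80 and 0.54 in ISRCL4 and 1.66, 1.34 and 0.80 in ISRCL3) or of the NF-kB list in ISRCL4 (0.14 at 3 h, 0.20 at 6 h). With fry the interferon-stimulated genes in ISRCL4 at 6 h (0.54) and the NF-kB list in ISRCL4 at 3 h (0.14) were lost, and the p53 list in ISRCL3 at 0 h (0.036) passed the threshold. The interferon list without genes the paper names changed no direction or side of the threshold. Nor did the whole intervals of the methods, but they lowered the odds ratio at 6 h from 13.9 to 6.95 in ISRCL4 and from 9.58 to 2.87 in ISRCL3.

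Leaving out 1 library moved the number of genes to 2169 to 3805 for ISRCL4 against B6 at 0 h, 719 to 2019 at 3 h and 1412 to 2316 at 6 h, to 1565 to 3448, 550 to 1399 and 833 to 1880 for ISRCL3 against B6, and to 367 to 738, 277 to 825 and 1067 to 2116 for ISRCL3 against ISRCL4 (366 to 738, 277 to 825 and 1066 to 2115 outside 83.7 to 88.3 Mbp). For the change from 0 to 6 h it moved to 61 to 311 in ISRCL4 and 928 to 2223 in ISRCL3, and for that from 0 to 3 h in ISRCL3 to 0 to 2. Correlations moved to 0.487 to 0.623, 0.416 to 0.546 and 0.363 to 0.507. The odds ratios were 0.543 to 2.81, 1.21 to 7.87 and 2.06 to 9.15 in ISRCL3 at 0, 3 and 6 h and 2.47 to 5.11 in ISRCL4 at 0 h and 6.29 to 9.85 at 6 h. The NF-kB list ranged over 0.014 to 0.33 in ISRCL3 at 6 h and 0.11 to 0.17 in ISRCL4 at 3 h, and the p53 list over -0.049 to 0.045 in ISRCL3 at 3 h.

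Among single genes, values near 0 changed sign without 1 library. One was the *Cdkn2a* change minus that in B6 in ISRCL3 (-0.42 to 0.084 at 3 h, -0.41 to 0.10 at 6 h). Another was *Cdkn2b* in ISRCL3 (-0.27 to 0.31, -0.28 to 0.60 and -0.44 to 0.35 at 0, 3 and 6 h). So did *Irf9* at 3 h (-0.066 to 0.095 in ISRCL3, -0.14 to 0.010 in ISRCL4) and *Tnf* in ISRCL3 at 6 h (-0.18 to 0.33). The *Ifnb1* change from 0 to 6 h in ISRCL4 minus that in B6 was not near 0 (-0.905). It also changed sign (-2.22 to 0.12), without ISRCL4 library X15. Depth limits genes with few counts most, *Cdkn2a* (15 to 62 counts per library) and *Ifnb1* at 0 h (0 to 4) among them. The Y-linked genes as a covariate were not run, as they did not vary.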

Differences from the paper's values

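The *Cdkn2a* values of Fig 1C and the distance between *Ifnb1* and *Cdkn2a* are set beside the values computed here. The values of S3 Fig were not used here. For *Cdkn2a*, the paper's normalized counts in Fig 1C, read by eye, were about 19, about 20 and about 19 in B6 at 0, 3 and 6 h, about 38, about 44 and about 36 in ISRCL4, and about 35, about 33 and about 32 in ISRCL3. Counts divided by library factors scaled to a geometric mean of 1 gave 19.3, 21.0 and 20.0 in B6, 38.5, 46.1 and 36.4 in ISRCL4, and 35.8, 34.7 and 32.7 in ISRCL3. For the distance between *Ifnb1* and *Cdkn2a*, the paper's value is 0.75 Mb, and the annotation gives 0.752 Mb.

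Table 1 lists *Gm12606* among the genes expressed in BMDMs. It did not reach a mean of 1 CPM in any group (at most 0.343 CPM, in ISRCL4 at 3 h), and counted as expressed with a minimum of 0.1 CPM. The other 7 genes of Table 1 reached 1 CPM.

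The paper states that *Irf7* was higher in congenic BMDMs, both constitutively and after *B. burgdorferi*. All 6 comparisons with B6 had *Irf7* higher, and 5 of 6 passed the threshold. ISRCL4 at 6 h did not (log2 fold change 0.52, adjusted p = 0.160), although no library overlapped with B6 (exact two-sided permutation p = 0.0286). It passed when no filter on low counts was applied (adjusted p = 2.70e-07) and when only both groups compared were fitted (adjusted p = 0.00486), and the adjusted p was at most 0.197 over the 6 alternatives of scaling, test, filter and groups, and at most 0.342 with 1 library left out. Without the filter the log2 fold change hardly moved, so the far smaller p is not taken as stronger evidence.

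The paper cites an earlier report that p53 stabilizes the transcripts of *Irf7* and *Irf9*, and itself reports only *Irf7* in the congenic lines. *Irf9* passed the threshold in 1 of 6 comparisons, ISRCL3 at 0 h (log2 fold change 0.30, adjusted p = 0.0189, at most 0.0725 over the 6 alternatives), and this call was lost without ISRCL3 library X1 (0.16, adjusted p = 0.220), with GC content and exon length offsets (0.24), with no filter on low counts (0.26) and with only both groups fitted (0.31). No alternative called it in any of the other 5.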

Other observations

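The tests in this part were chosen before the counts were examined, but the paper's values of *Cdkn2a* in Fig 1C had been seen when the test of reads that map less well was chosen.

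*B. burgdorferi* changed most genes in every strain. From 0 to 3 h, 9330 genes differed in B6, 9199 in ISRCL4 and 8649 in ISRCL3, and from 0 to 6 h 10604, 10603 and 10188. When the libraries were regrouped, with only the 2 groups compared in each fit, the real grouping called 8655 and 10013 genes in B6 and 8782 and 9959 in ISRCL4, and the other groupings 0. This was 1 of 35, the smallest share these groupings allow, so by this test chance is unlikely. In ISRCL3, with 7783 and 9305 genes and 0 in the other groupings, it was 1 of 10, and 3 libraries against 3 cannot give a share under 0.05. The first principal component of the 500 most variable genes held 89.9% of their variance and separated the time points.

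*Cdkn2a* was higher in both lines, by 1.00 in ISRCL4 and 0.90 in ISRCL3 (log2) at 0 h. Reads that carry C3H variants and map less well to the reference would lower its count in these lines, so this explanation is excluded for the higher counts. Lanes cannot be told apart from the lines here either. B6 and ISRCL4 shared a sequencing run, so a difference between runs stays open only for ISRCL3.

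The p53 target genes did not differ from B6 by camera in resting BMDMs, with a median log2 fold change of 0.09 in ISRCL4 (adjusted p = 0.861, 16 of 26 genes higher) and 0.04 in ISRCL3 (adjusted p = 0.478, 15 of 26 higher). By fry the ISRCL3 list passed the threshold (adjusted p = 0.0198). Past the threshold were 7 and 3 genes at 0 h, 4 and 2 at 3 h and 4 and 4 at 6 h (7 and 3, 5 and 2, and 4 and 5 adjusted over the list alone). The medians were 0.09 and 0.01 at 3 h and -0.07 and -0.05 at 6 h. Members went both ways, so a raised p53 activity is neither shown nor excluded. *Cdkn1a* was higher at 0 h in ISRCL4 (0.92) and ISRCL3 (1.11), at 3 h in both (1.16 and 1.19) and at 6 h in ISRCL4 (1.00), calls kept in every fit that left out a library. In ISRCL3 at 6 h it did not pass the threshold (0.24, adjusted p = 0.445). *Mdm2* passed the threshold only in ISRCL4 at 6 h (0.43), a call lost without ISRCL4 library X23 (0.25).

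The NF-kB target genes had medians of 0.07, 0.14 and 0.20 in ISRCL4 at 0, 3 and 6 h (adjusted p = 0.954, 0.0105 and 0.00381 by camera) and of 0.03, 0.08 and 0.07 in ISRCL3 (adjusted p = 0.670, 0.370 and 0.566). By fry the ISRCL4 call at 6 h held (adjusted p = 0.0198) and that at 3 h did not (adjusted p = 0.0758), and neither held with an estimated correlation. The ISRCL4 call at 3 h was also lost by camera in 1 of 8 fits that left out a library. Without ISRCL3 library X7, the ISRCL3 list at 6 h passed the threshold by camera (median 0.33). In ISRCL4 6, 2 and 8 of 23 genes passed the threshold (6, 1 and 10 adjusted over the list alone), and in ISRCL3 4, 2 and 1 (4, 2 and 1). In ISRCL4 at 0 h the mean, -0.14, and the median differed in sign. *Tnf* passed the threshold in no comparison. Of the other lists, neutrophil genes had medians of -0.99, -0.77 and -0.62 in ISRCL4 and -0.51, 0.01 and 0.04 in ISRCL3, and macrophage genes -0.11, -0.10 and 0.27 in ISRCL4 and -0.06, 0.02 and 0.19 in ISRCL3. All 5 neutrophil genes tested were lower in ISRCL4 at each time point. Unadjusted p-values were 4.325e-05, 3.855e-05 and 9.703e-05 by camera and 0.0002562, 0.001641 and 0.001556 by fry. In ISRCL3 neither test gave a p under 0.05 for these genes. A difference in the cells of the cultures thus stays open.

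The paper names polyA enrichment and the sample labels ribosomal depletion. *Rn7sk*, an RNA without a polyA tail, held 1.86% of all counts and ranked 2 of 49671 genes, and *Rpph1* held 1.19%. A list of 12 such genes held 3.55% of the counts. The counts thus fit ribosomal depletion of total RNA.

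*Gapdh* was counted at 4.52 to 28.7 CPM per library and *Actb* at 5386 to 21140 CPM. A candidate explanation is that reads shared with processed pseudogenes were left out of the counts. Ribosomal protein genes with a pseudogene of the same name (56 of 79, median 27.7 CPM) were not shown to differ from the 23 without (52.0 CPM, two-sided permutation p = 0.442), so the test does not decide. *Gapdh* was lower in both lines at 3 h (log2 fold changes -0.47 and -0.49). *Xist* lay between 213.5 and 892.7 CPM in all libraries, and *Nnt*, which differs between B6 substrains, passed the threshold in no comparison (ISRCL4 at 0 h, -0.26, adjusted p = 0.0558). *Gusb* was higher at 0 h in ISRCL4 (0.68) and ISRCL3 (0.60). *Actb* differed in ISRCL4 at 0 h (0.20, adjusted p = 0.0437).

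Genes of S1 Table were more often called than other genes at 6 h, 6 of 8 against 17.7% in ISRCL4 (odds ratio 13.9, Fisher's exact p = 0.000633) and 5 of 8 against 14.8% in ISRCL3 (odds ratio 9.58, Fisher's exact p = 0.00271). At 0 h the odds ratios were 2.8 and 2.00, and at 3 h 4.25 and 2.93, with none past the threshold. In ISRCL4 at 6 h every fit that left out a library gave a lower odds ratio, 6.30 to 9.85, still past the threshold: 6.30, 8.39 and 8.76 without B6 libraries X9, X10 and X12, and 6.82, 7.34 and 7.87 without ISRCL4 libraries X22, X23 and X24. In ISRCL3 it was 5.35 and 6.21 without B6 libraries X10 and X12. With the whole intervals of the methods in place of S1 Table, the odds ratio at 6 h was 6.95 in ISRCL4 (6 of 10 genes) and 2.87 in ISRCL3 (7 of 21, 95% interval 0.981 to 7.62, Fisher's exact p = 0.0272). The ISRCL3 result at 6 h was lost without B6 library X9 (4.13) or ISRCL3 library X9 (2.06), and both results at 6 h with no filter on low counts (1.97 and 1.83). ISRCL4 at 0 h passed the threshold without B6 library X4 (4.52) or ISRCL4 library X15 (5.11), and ISRCL3 at 3 h without ISRCL3 library X4 (7.87). No biological explanation was tested.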
